# Sophoridine derivative 6j inhibits liver cancer cell proliferation via ATF3 mediated ferroptosis

**DOI:** 10.1038/s41420-023-01597-6

**Published:** 2023-08-14

**Authors:** Kunpeng Tian, Jinrui Wei, Ru Wang, Mingming Wei, Fei Hou, Lichuan Wu

**Keywords:** Liver cancer, Pharmacology

## Abstract

Liver cancer is one of the most lethal malignancies with an annual death of over 830,000 cases. Although targeted therapeutic drugs have achieved certain clinical efficacy, only sorafenib and lenvatinib are currently marketed as first-line targeted drugs to treat patients with advanced liver cancer. Therefore, developing more drugs are urgently needed. Ferroptosis is an iron-dependent programmed cell death (PCD) distinct from known PCDs including apoptosis, necrosis, and autophagy. Targeting ferroptosis is recognized as a promising potential therapeutic modality for liver cancer. Activating transcription factor 3 (ATF3) is an important ferroptosis inducer and targeting ATF3 offers a potential means to cancer therapy. In the present study, we reported for the first time a sophoridine derivative 6j with promising anti-liver cancer effects in vitro and in vivo. Compound 6j could induce liver cancer cells ferroptosis by promoting the accumulation of intracellular Fe^2+^, reactive oxygen species (ROS), and MDA. Inhibition of ferroptosis by ferrostatin-1 alleviated 6j induced accumulation of Fe^2+^, ROS, and MDA and restored cell viability. Further study revealed that compound 6j upregulated the expression of ATF3 via ER stress and knockdown of ATF3 by RNA interference attenuated 6j induced ferroptosis and cell proliferation inhibition. This study would provide new insights for the design of ferroptosis inducers and the development of anti-liver cancer drugs.

## Introduction

Liver cancer is the fourth most common cause of cancer related death, with an annual death of over 830,000 cases [1]. Hepatocellular carcinoma (HCC), intrahepatic cholangiocarcinoma (ICC), and HCC-ICC mixed type are the main types of liver cancer. Currently, the treatment of liver cancer mainly includes surgical treatment, radiotherapy and chemotherapy, targeted therapy, and immunotherapy [2]. Surgical treatment represents as the best strategy for liver cancer patients with early-stage. However, most patients are diagnosed in a late stage, losing the best opportunity for surgery. Systemic radiotherapy has greater toxicity and side effects, while traditional chemotherapy drugs (5-fluorouracil, cisplatin, doxorubicin and gemcitabine) have poor clinical effects [2]. Although targeted therapeutic drugs have achieved certain clinical efficacy, only sorafenib and lenvatinib are currently marketed as first-line targeted drugs to treat patients with advanced liver cancer, and patients are prone to drug resistance [2]. Immunotherapy has emerged as a promising treatment. However, the overall response rate of liver cancer patients to immunotherapy is less than 30% [3]. Even though the treatment of liver cancer has made great progress, problems such as drug resistance, few drugs available for patients to choose, and large side effects still represent as the main obstacles. Therefore, it is of great significance to develop new drugs for liver cancer.

Ferroptosis is a nonapoptotic necrotic cell death triggered by iron-dependent lipid peroxidation [4, 5]. As one of the organelles with the most abundant membrane lipids in cells, Endoplasmic reticulum (ER) is critical for the initiation of ferroptosis [6]. Factors such as lack of nutrition, hypoxia, imbalance of cellular calcium homeostasis, and chemotherapy could induce ER stress [7–9]. Substantial research displayed that ER stress could promote ferroptosis in various diseases [10–13]. ATF3, a transcription factor belongs to the ATF/CREB family, serves as a tumor suppressor in many tumors by inhibiting tumorigenesis, epithelial–mesenchymal transition, and tumor cell invasion and migration [14–16]. As a downstream target of ER stress pathway, ATF3 is up-regulated by PERK/ATF4 axis which is triggered by ER stress [17]. The activation of ATF3 is crucial for many chemotherapeutics induced ferroptosis, such as sorafenib [18], erastin [19], brucine [20], and cisplatin [21]. In recent years, ferroptosis has been reported to play a vital role in cancer treatment. It was found that ferroptosis can reduce the acquired resistance of tumor cells to anti-tumor drugs [22]. Induction of ferroptosis in tumor cells can enhance the effect of immunotherapy [23]. Ferroptosis is also revealed to mediate the synergy between radiotherapy and immunotherapy in cancer treatment [24]. These results suggest that ferroptosis is a potential target and drugging ATF3 would be an alternative for tumor therapy [25].

Sophoridine, a natural plant alkaloid extracted from Sophora alopecuroides and the main active compound of the Chinese traditional medicine *FufangKushen injection* [26], was approved to cure patients with malignant trophoblastic tumors in 2005 [27]. It is well illustrated that sophoridine exerts its anticancer effects via inhibiting DNA Top I [28]. As an ideal lead compound, sophoridine displays multiple drug-like properties including special scaffold, simple structure, and high solubility [29]. In our previous study, series of sophoridine derivatives were synthesized and derivative 6j exhibited the strongest cytotoxic effects against liver cancer, lung cancer, and nasopharyngeal carcinoma without affecting the activity of Top I (Fig. 1A) [30], indicating that there might be an alternative anticancer mechanism for 6j. In the present study, the anti-liver cancer effects and mechanism of 6j was explored.

**Fig. 1:**
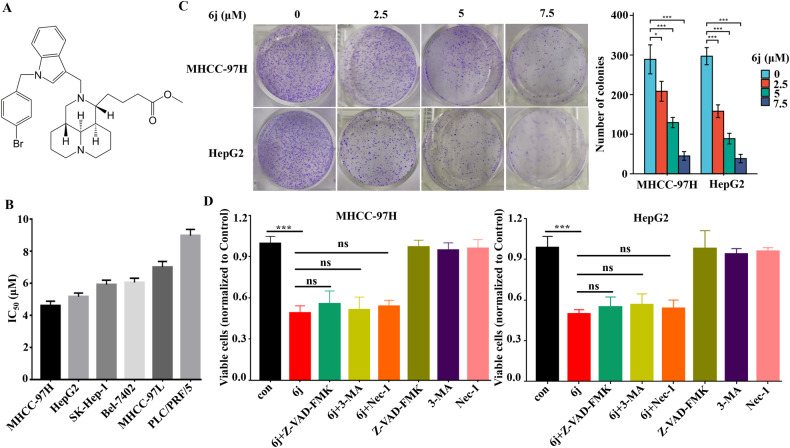
Compound 6j significantly inhibited liver cancer cell proliferation. **A** Structure of 6j. **B** IC50 of 6j against six liver cancer cell lines (*n* = 3). **C** Compound 6j suppressed colony formation of MHCC-97H and HepG2 cells in a dose dependent manner (*n* = 3). **D** Inhibitors of apoptosis, autophagy, and necrosis could not alleviate 6j induced cell proliferation inhibition (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001.

## Results

### Compound 6j inhibited liver cancer cell proliferation

First and foremost, the in vitro cytotoxic effects of 6j on six liver cancers were evaluated. It demonstrated that 6j exhibited a strong proliferation inhibition against these six liver cancer cell lines with IC_50_ below 10 μM (Fig. 1B). Notably, HepG2 and MHCC-97H cell lines were more sensitive than other four liver cancer cell lines. Thus, these two cell lines were selected for the next investigation. We then performed cell colony formation assays on these two cell lines which demonstrated that compound 6j significantly suppressed colony formation in a dose dependent manner (Fig. 1C). To reveal the action model of 6j induced proliferation inhibition, cells were co-cultured with 6j and inhibitors of apoptosis (Z-VAD-FMK), autophagy (3-MA), and necrosis (Nec-1) respectively following a cell viability measurement. The results displayed that Z-VAD-FMK, 3-MA, and Nec-1 had no impact on 6j induced cytotoxicity, indicating that 6j exhibited its antiproliferation effects via an alternative mechanism distinct from apoptosis, autophagy, and necrosis (Fig. 1D).

### Compound 6j induced ferroptosis in liver cancer cells

Ferroptosis is a recently discovered new programmed cell death distinct from known cell death forms including apoptosis, autophagy, and necrosis [4], we then wondered whether 6j exerted its antiproliferation effects via inducing ferroptosis. To test this hypothesis, we firstly detected the content of intracellular Fe^2+^. The results showed that 6j could increase the intracellular content of Fe^2+^ in a dose dependent manner (Fig. 2A). Then, lipid peroxidation was evaluated and the results displayed that MDA, the indicator of lipid peroxidation was elevated in 6j treated cells (Fig. 2B). Besides, an obvious accumulation of ROS was observed in 6j treated cells (Fig. 2C). These results confirmed that 6j could induce ferroptosis in liver cancer cells.

**Fig. 2:**
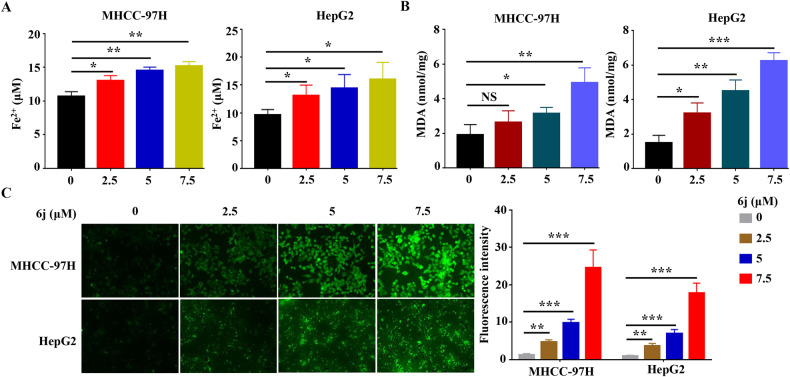
Compound 6j promoted liver cancer cell ferroptosis. Compound 6j induced accumulation of intracellular Fe^2+^ (**A**), MDA (**B**), and ROS (**C**) in a dose dependent manner (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001.

### Ferroptosis inhibitor fer-1 could alleviate 6j induced cell proliferation inhibition

To further validate the role of ferroptosis in 6j induced cell proliferation inhibition, cells were co-treated with ferroptosis inhibitor Fer-1 and 6j. Subsequently, the intracellular content of Fe^2+^, MDA, ROS and cell viability were measured. The results demonstrated that fer-1 could alleviate 6j induced accumulation of Fe^2+^, MDA, ROS (Fig. 3A–C) and cell proliferation inhibition (Fig. 3D). These results implied that 6j impeded liver cancer cell proliferation via inducing ferroptosis.

**Fig. 3:**
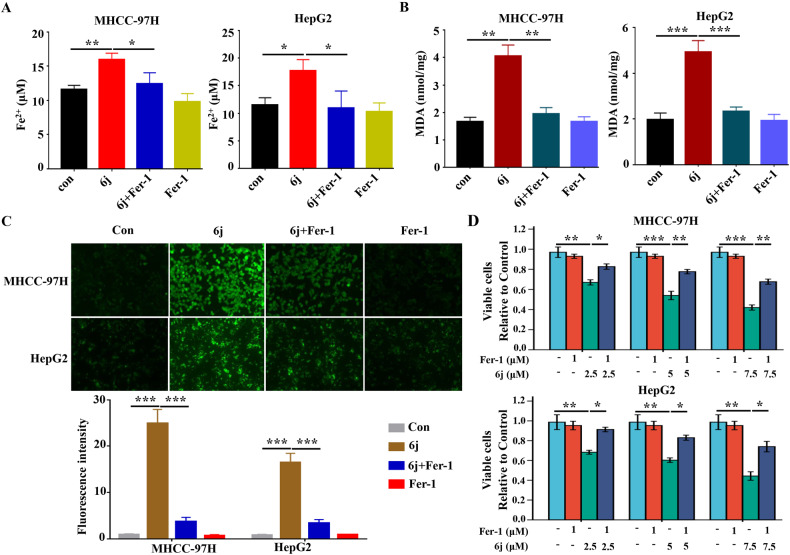
Ferroptosis inhibitor Fer-1 attenuated 6j induced ferroptosis and cell proliferation inhibition. Fer-1 treatment decreased 6j induced accumulation of Fe^2+^ (**A**), MDA (**B**), and ROS (**C**) (*n* = 3). **D** Fer-1 treatment alleviated 6j induced cell viability decreasing (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. All experiments were repeated three times independently.

### Compound 6j activated ferroptosis-related genes and pathway

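The libraries were made from MHCC-97H, an established human hepatocellular carcinoma cell line, after 16 h with 10 μM of compound 6j, a derivative of the plant alkaloid sophoridine, or with solvent alone. There were 3 libraries of 6j treated cells and 3 of non-treated cells, and each carried a replicate number from 1 to 3. The authors' company selected polyadenylated RNA, sequenced it and counted it on genes, and the authors deposited whole-number counts without normalization. The aligner, the counting program and the genome build are not named in the paper's text. Values of 1 were rarer than values of 2 in every library (175 against 557 rows in non-treated replicate 1), so the counts may hold rounded estimates and were used as deposited. The total count ranged from 31533403 to 37919879 in non-treated cells (median 35216147) and from 35002336 to 38018349 in 6j treated cells (median 36940298). The table held 25445 rows, of which 19974 carried an Ensembl identifier and 5471 were transcribed regions that the authors' pipeline had assembled and numbered as new genes. All 19974 Ensembl identifiers were found in GENCODE version 29 (GRCh38), which gave the coordinates. Library sizes were normalized by TMM in edgeR, genes with low counts were removed by filterByExpr, and 15957 rows were tested by edgeR's quasi-likelihood test. A gene was called a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5 in either direction. The adjusted p-value was used because the axis of Fig. 4A shows it. Levels are given as CPM, the count on a gene relative to the TMM normalized library size. Libraries with the same replicate number deviated from their group means together, with correlations across 15957 genes of 0.171, 0.18 and 0.312, so the genes and gene lists were also tested with the replicate number as a block.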

To elucidate the mechanism of 6j induced ferroptosis, RNA-seq was performed in 6j treated and non-treated cells. A total of 588 differentially expressed genes (DEGs) between 6j treated and non-treated cells were identified (Fig. 4A). 

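In the deposited counts, 574 DEGs were called, 396 higher and 178 lower in 6j treated cells, and 480 of them carried an Ensembl identifier while 94 were new genes. In all 574, the 3 libraries of 6j treated cells lay on one side of the 3 libraries of non-treated cells. Over all rows tested, this held for 31.7%, against 10% by chance. The median log2 fold change was 0.87 among the DEGs that rose and −0.73 among those that fell. The threshold moved the count most, since a formal test for a change above 1.5-fold (glmTreat in edgeR) called 32. With the replicate number as a block, 1033 DEGs were called, 566 of which were among the 574. The count also rested on single libraries, with 186 DEGs without non-treated replicate 1, 193 without 6j replicate 2 and 379 without non-treated replicate 3.

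The DEG with the largest rise measured above the detection floor was FGF21, a secreted growth factor gene on chromosome 19 from 48755559 to 48758333. Its level was 0.104 ± 0.0949 CPM (SD, n = 3) in non-treated and 2.23 ± 1.03 CPM (SD, n = 3) in 6j treated cells. This was a log2 fold change of 4.36 (standard error 0.73, adjusted p = 0.0116 from edgeR's quasi-likelihood test), which lost significance without 6j replicate 2 (adjusted p = 0.0686). IL21R rose by a log2 fold change of 4.22 and RPS10-NUDT3, which shares exons with RPS10 and NUDT3, by 4.04. With 1 library left out, IL21R ranged from 3.29 without 6j replicate 2 to 4.69 without non-treated replicate 2. RPS10-NUDT3 ranged from 2.96 without 6j replicate 1 to 4.42 without 6j replicate 3. The new genes Homo_sapiens_newGene_1416 and Homo_sapiens_newGene_10688 completed the 5 largest rises. The first had no count in non-treated cells and was at least 4.64-fold higher in 6j treated cells, taking 3 counts as the floor. The largest fall was that of AL136295.1, with 13.5 ± 5.34 CPM (SD, n = 3) in non-treated cells and 0 counts in every library of 6j treated cells. It was at least 165-fold lower, but shares exons with TM9SF1, CHMP4A and AL136295.4, so the counting could have split its reads. EDAR fell by 2.84 and WNT6 fell by 2.51 on the log2 scale. AC004687.2, which shares exons with RNF43 and SUPT4H1, fell by 2.24, and Homo_sapiens_newGene_4079 fell by 3.63. IL21R and WNT6 were not called without non-treated replicate 1 or without 6j replicate 2. RPS10-NUDT3 was not called without any 1 of the non-treated libraries, EDAR and the 3 new genes lost their calls in at least 3 of the 6 fits that each left out 1 library, and AL136295.1 and AC004687.2 were called in all 6.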

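Because the paper's text does not give the members of the pathway databases it used, enrichment was tested with 9 gene lists written from general knowledge before the counts were opened. Of the 7 ferroptosis-related genes that the paper chose for RT-qPCR, the list of ferroptosis genes held only ACSL1. The list of ATF4 targets held 4 of the 7. The shift of the ferroptosis list therefore does not measure the paper's own ferroptosis term. The list of ferroptosis genes had 54 members among the genes tested. Of these, 34 were higher and 20 lower in 6j treated cells, with a median log2 fold change of 0.20 and quartiles of −0.14 and 0.47. There were 7 DEGs on the list, among them CBS, SLC38A1 and SLC7A11, and all 7 were higher. This was 13.0% of its members, against 3.59% of the 13359 Ensembl genes tested (two-sided Fisher's exact test, p = 0.00304, and 0.00684 after Benjamini-Hochberg adjustment over the 9 lists). CBS had the smallest adjusted p-value of the list and rose from 15.8 ± 1.41 CPM (SD, n = 3) to 38.2 ± 3.46 CPM (SD, n = 3). SLC38A1 rose by a log2 fold change of 0.72 (adjusted p = 0.0096 from edgeR's quasi-likelihood test), but was not called without non-treated replicate 1 or without 6j replicate 2.

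The shift of the whole list passed camera, a test of a list against all other genes with a preset correlation of 0.01 between genes (adjusted p = 0.00248 over the 9 lists). It also passed fry (adjusted p = 0.0102) but not camera with a correlation estimated from the libraries (adjusted p = 0.0914). Camera with the preset correlation also passed this list in 3 of the 10 ways to split the 6 libraries into 3 and 3, the real one included, and the other 9 splits keep part of the difference between the groups. All 9 lists passed camera with the preset correlation. Of these, the NRF2 target list failed under fry without a block (adjusted p = 0.143) and passed with the replicate number as a block (adjusted p = 0.0245), and only the lists of ER stress genes and ATF4 targets passed with the estimated correlation without a block (adjusted p = 0.0293 for each). The ferroptosis list shares 7 members, among them CBS and SLC7A11, with the lists of ATF4 targets and cholesterol biosynthesis genes, and 3 of these 7 were DEGs. Without them, the median of the other 47 members was 0.03 and camera no longer passed (adjusted p = 0.105), while it passed with the replicate number as a block (adjusted p = 0.0142). Without 6j replicate 2, the median of the full list was 0.13.

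**Figure D1:**
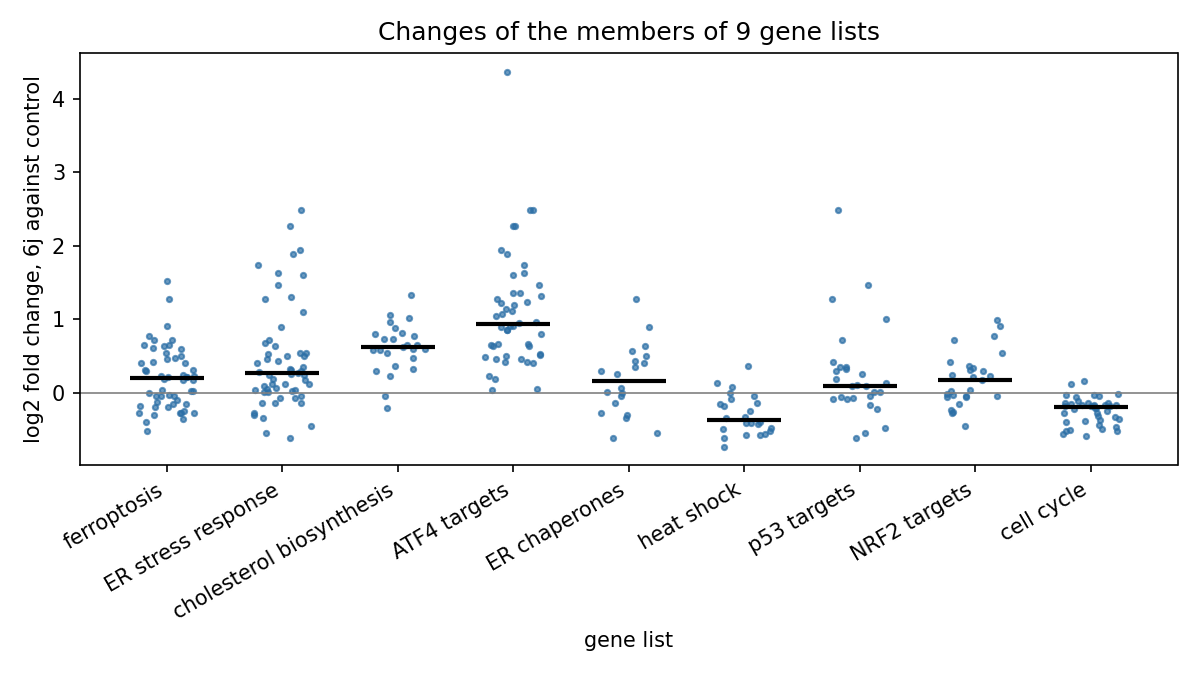
Log2 fold change between 6j treated and non-treated MHCC-97H cells for each tested member of the 9 gene lists. Each point is a gene, the black line is the median of the list and the grey line marks no change. The median lies at 0.20 for the ferroptosis list, 0.27 for the ER stress list and 0.93 for the ATF4 target list, and below 0 for the heat shock and cell cycle lists.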

Enrichment analysis of these 588 DEGs revealed that ferroptosis signaling pathway was significantly enriched (Fig. 4B). Then, 7 ferroptosis-related genes with most significant changes were chosen for validation by using RT-qPCR. 

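The 7 genes were CHAC1, DDIT3, ACSL1, ATF3, LPIN1, CARS and DDR2, and in the deposited counts the 3 libraries of 6j treated cells lay above the 3 libraries of non-treated cells for each of them. CHAC1, which encodes a glutathione-degrading enzyme (chromosome 15, 40952962 to 40956519), rose from 5.81 ± 2.58 CPM (SD, n = 3) in non-treated to 32.3 ± 6.17 CPM (SD, n = 3) in 6j treated cells. Its log2 fold change was 2.48 (standard error 0.31, adjusted p = 0.00882 from edgeR's quasi-likelihood test). Without non-treated replicate 1, CHAC1 was not called (adjusted p = 0.058). DDIT3, which encodes the transcription factor CHOP (chromosome 12, 57516588 to 57521737), rose from 21.0 ± 4.07 to 101 ± 14.7 CPM (SD, n = 3 each), a log2 fold change of 2.27 (standard error 0.16, adjusted p = 0.000575 in edgeR). It shares exons with AC022506.1. DDR2, a collagen receptor gene (chromosome 1, 162631373 to 162787400), rose by a log2 fold change of 1.51 (standard error 0.20, adjusted p = 0.00559 in edgeR), from a level of 2.89 ± 0.246 CPM (SD, n = 3) in non-treated cells. LPIN1, a phosphatidate phosphatase gene (chromosome 2, 11677595 to 11827409), rose by 1.14 (standard error 0.12, adjusted p = 0.00174). CARS, a cysteinyl-tRNA synthetase gene (chromosome 11, 3000922 to 3057613), rose by 1.11 (standard error 0.15, adjusted p = 0.00752).

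ATF3 was called a DEG as well, and ACSL1 was not, since its adjusted p-value was 0.0583. ACSL1 ranked 1686 by p-value among the 15957 rows tested, while DDIT3 ranked 5, LPIN1 28, DDR2 88, ATF3 118, CARS 132 and CHAC1 165. Thus 6 of the 7 genes were DEGs over all genes tested, and 7 of 7 were under 0.05 when adjusted over the list alone. The 7 genes were chosen from these same libraries, so the second count is not independent evidence. With the replicate number as a block, 7 of the 7 were called, ACSL1 at an adjusted p of 4.37e-05 in edgeR, and DESeq2 without a block called 7 as well. Over all alternatives, the adjusted p of the ACSL1 log2 fold change ranged from 1.84e-10 to 0.212.

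**Figure D2:**
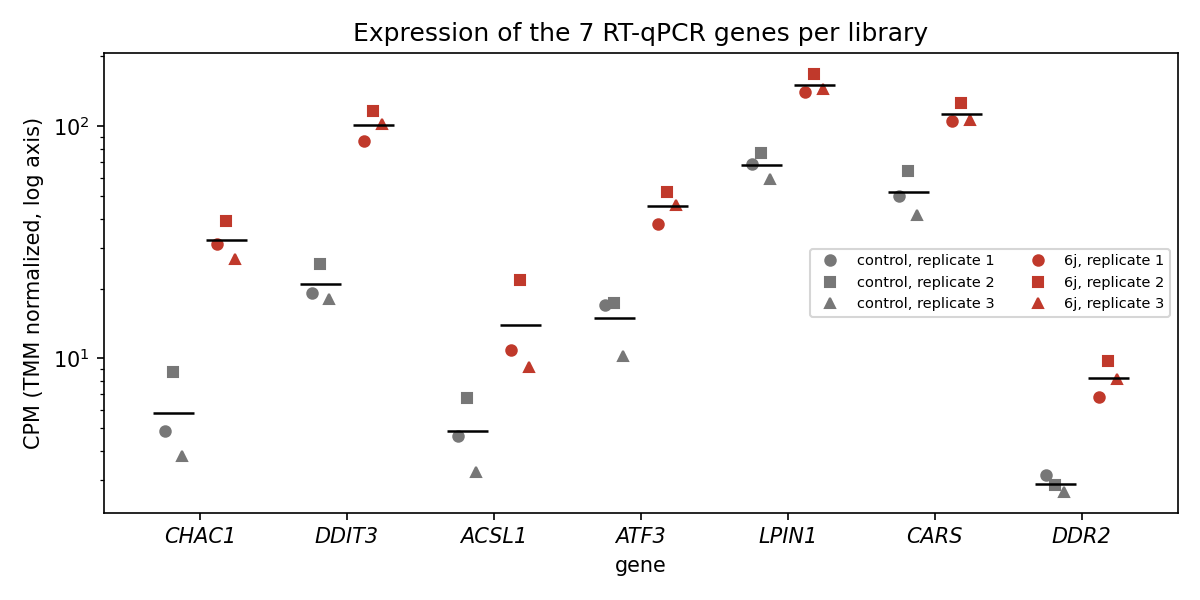
CPM of the 7 genes chosen for RT-qPCR in each library, on a log axis. Grey symbols are non-treated and red symbols 6j treated libraries, the shape of a symbol gives the replicate number and the black line the mean of 3 libraries. Replicate 2 is the highest library of its group for ACSL1 in both groups.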

Validation results demonstrated that all these seven genes were upregulated in 6j treated cells (Fig. 4C).

**Fig. 4:**
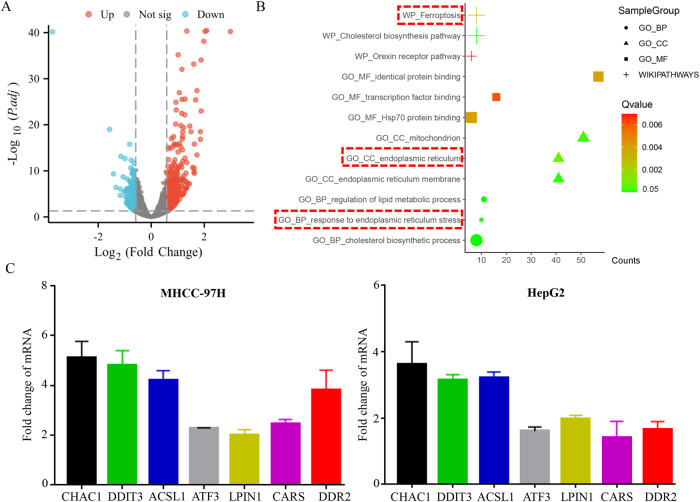
RNA-seq revealed that ferroptosis-related genes and pathway were activated upon 6j treatment. **A** Volcano plot of DEGs. **B** Pathway enrichment analysis of DEGs. **C** Validation of 7 ferroptosis-related genes via RT-qPCR (*n* = 3).

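Among genes often measured in ferroptosis, the transcripts moved unequally. SLC7A11, which encodes the cystine transporter (chromosome 4, 138164097 to 138242349), rose from 169 ± 17.6 to 315 ± 51.7 CPM (SD, n = 3 each), a log2 fold change of 0.90 (standard error 0.13, adjusted p = 0.0085 in edgeR). GPX4, the glutathione peroxidase gene (chromosome 19, 1103926 to 1106791), stayed at 125 ± 4.48 and 127 ± 8.41 CPM (SD, n = 3 each), and no difference was detected (adjusted p = 0.902 in edgeR). The GPX4 log2 fold change was 0.02, and 0.18 with the replicate number as a block and a correction for GC content and transcript length chosen after seeing the data, where the adjusted p in edgeR was 0.0421 and the change stayed under the fold change threshold. Over all alternatives its adjusted p ranged from 0.0421 to 0.982. The ferritin heavy chain gene FTH1 rose by a log2 fold change of 0.77 (adjusted p = 0.0398 in edgeR). Its reads could be shared with its processed pseudogenes. FTH1 kept its call in only 1 of the 6 fits that each left out 1 library, and lost it without an expression filter. These fits had no block. FTH1 was called with the replicate number as a block (log2 fold change 0.78, adjusted p = 8.4e-06 in edgeR). DESeq2 without a block called it as well (adjusted p = 0.000114). FTL (log2 fold change 0.42, adjusted p = 0.0522), TFRC (0.40, 0.187), ACSL4 (0.29, 0.0507) and PTGS2 (0.59, 0.0757) were not called in edgeR, and PTGS2 was called by DESeq2 (adjusted p = 0.00879) and without 6j replicate 1. With the replicate number as a block, the adjusted p in edgeR was 0.000188 for FTL, 0.00022 for TFRC, 0.00534 for ACSL4 and 0.00712 for PTGS2, and only the fold change threshold kept these genes from being called. HMOX1 followed the replicate number, with 48.2, 80 and 16.1 CPM in non-treated replicates 1, 2 and 3 and 62.8, 148 and 27.0 CPM in the 6j treated replicates. Its log2 fold change of 0.72 was not called (adjusted p = 0.687 in edgeR), but was called with the replicate number as a block (log2 fold change 0.67, adjusted p = 0.00135), and it turned to −0.09 without 6j replicate 2.

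Cholesterol biosynthesis is also among the terms of Fig. 4B. On a list of 25 cholesterol biosynthesis genes, 13 were DEGs, all higher in 6j treated cells (52.0% against 3.59% of the Ensembl genes tested, Fisher's exact test, adjusted p = 2.24e-12). The median log2 fold change was 0.62, and 23 of the 25 genes were higher. MVD (0.80), SC5D (0.82) and LSS (0.88) had the smallest adjusted p-values of the list, and LSS lost its call without non-treated replicate 1 or 6j replicate 2. From the DEGs, their enrichment and the RT-qPCR in Fig. 4, the paper states that 6j activated ferroptosis-related genes and the pathway.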

### Ferroptosis-related gene ATF3 is a potential target of liver cancer and might mediate 6j induced ferroptosis

To further reveal gene which mediated 6j induced ferroptosis, we first evaluated the expressions of these seven genes in liver cancer and normal tissues. By analyzing RNA-seq data from TCGA and GTEx, we discovered that ATF3, ACSL1, LPIN1, and DDR2 were significantly downregulated while DDIT3 was upregulated in liver tumor compared with normal tissues (Fig. 5A), implying that these five genes might be associated with liver cancer. Subsequently, we investigated the impacts of these five genes on OS and DSS of liver cancer patients. We found that patients with high expression of ATF3 and ACSL1 exhibited significantly longer OS while high expression of DDIT3 correlated with poor OS (Fig. 5B). The DSS analysis results displayed that liver cancer patients with high expression of ATF3, ACSL1, and LPIN1 exhibited significantly longer DSS (Fig. 5C). The above results suggested that ATF3 and ACSL1 might be correlated with liver cancer progression. 

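ATF3, a stress-responsive transcription factor gene (chromosome 1, 212565334 to 212620777), was at 14.9 ± 3.97 CPM (SD, n = 3) in non-treated and 45.2 ± 7.06 CPM (SD, n = 3) in 6j treated cells. Its log2 fold change was 1.60 (standard error 0.21, adjusted p = 0.00713 from edgeR's quasi-likelihood test), a 3.03-fold rise, and stayed between 1.39 and 1.72 when each library was left out in turn. ACSL1, a long-chain acyl-CoA synthetase gene (chromosome 4, 184755595 to 184826818), was at 4.87 ± 1.77 and 14.0 ± 6.79 CPM (SD, n = 3 each). Its log2 fold change was 1.52 (standard error 0.40), a 2.87-fold rise, and ranged from 1.05 without 6j replicate 2 to 1.83 without non-treated replicate 2. Without a block, ACSL1 thus had the larger standard error, while with the replicate number as a block it had the smaller, at 0.14 against 0.20 for ATF3.

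The difference between the genes was tested itself, on the log2 CPM of ATF3 minus that of ACSL1 in each library. It changed by 0.16 between non-treated and 6j treated cells, against a standard deviation of 0.41 between libraries (two-sided exact permutation test, p = 0.7, where 3 libraries against 3 allow no p below 0.1). Compared by replicate number, the log2 change of ATF3 minus that of ACSL1 was −0.08 in replicate 1, −0.10 in replicate 2 and 0.65 in replicate 3. With 1 library left out, the change between the groups ranged from −0.10 without 6j replicate 3 to 0.42 without 6j replicate 2. The 2 log2 fold changes were therefore not distinguishable in these libraries.

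**Figure D3:**
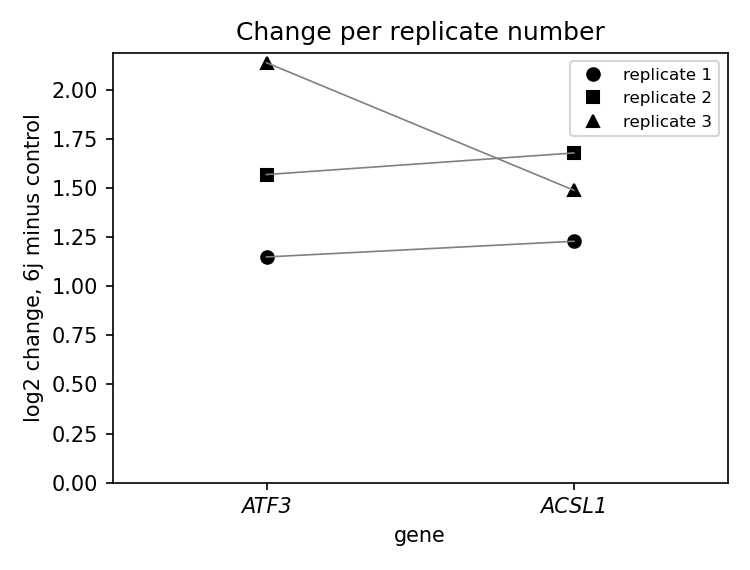
Change in log2 CPM between the 6j treated and the non-treated library of the same replicate number for ATF3 and ACSL1. Each symbol is 1 replicate number and lines join the genes of the same number. ATF3 changed by 1.15, 1.57 and 2.14 and ACSL1 by 1.23, 1.68 and 1.49 in replicates 1, 2 and 3.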

Considering the results of RNA-seq that ATF3 showed a much more obvious changes than ACSL1 (FC = 1.34 for ATF3 and FC = 0.98 for ACSL1), we hypothesized that ATF3 might be the crucial gene which mediated 6j induced ferroptosis. Then, we performed ROC analysis to evaluate the diagnostic potency of ATF3 which demonstrated that ATF3 was a moderate predictor in liver cancer (AUC = 0.769, CI = 0.694–0.845) (Fig. 5D). These finding suggested that ATF3 was a potential target of liver cancer and might be the crucial gene mediating 6j induced ferroptosis.

**Fig. 5:**
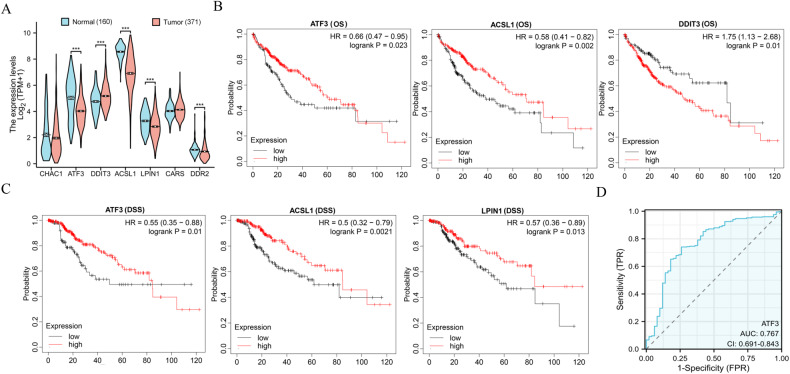
Expression and survival analysis identified ATF3 was a potential liver cancer target. **A** The expressions of 7 ferroptosis-related genes in liver cancer and normal tissues. The correlations between gene expression and OS (**B**) and DSS (**C**) of liver cancer patients. **D** ROC analysis of ATF3 in liver cancer via analyzing data from TCGA. *P < 0.05; **P < 0.01; ***P < 0.001.

### Compound 6j upregulated ATF3 expression via ER stress

Next, we evaluated the expression of ATF3 in liver cancer cells upon 6j treatment. The results demonstrated that ATF3 protein was significantly elevated by 6j in a dose and time dependent manner in both HepG2 and MHCC-97H cells (Fig. 6A, B). It has been reported that ATF3 is an important stress-associated protein and the activation of ER stress promoted the expression of ATF3 [31]. 

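A list of genes of the response to endoplasmic reticulum (ER) stress had 57 members among the genes tested, and 15 of them were DEGs, 14 higher and 1 (SDF2L1) lower in 6j treated cells. This was 26.3% of the list, against 3.59% of the Ensembl genes tested (Fisher's exact test, adjusted p = 2.85e-09). Its median log2 fold change was 0.27, and 45 members were higher and 12 lower. The list passed camera (adjusted p = 6.56e-16) and fry (adjusted p = 0.00257). With the correlation between genes estimated from the libraries, it passed without a block and not with the replicate number as a block (adjusted p = 0.0811). Of the 10 splits of the libraries, the real one had the median farthest from 0.

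The transcription factor gene ATF4 (chromosome 22, 39519695 to 39522685) rose from 317 ± 29.8 to 680 ± 17.4 CPM (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.09, adjusted p = 0.000839 in edgeR). ASNS rose by 1.74 (adjusted p = 0.000575 in edgeR) and TRIB3 by 1.94 (adjusted p = 0.00213 in edgeR), and the calls of ATF4, ASNS and TRIB3 held in all 6 fits that each left out 1 library. The chaperone gene HSPA5 (chromosome 9, 125234853 to 125241330) changed less, from 1508 ± 98.7 to 1986 ± 97.2 CPM (SD, n = 3 each). Its log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.033 in edgeR) was under the fold change threshold. XBP1 rose by 0.53, under that threshold, and DNAJB9 rose by 0.89 and was called (adjusted p = 0.0194 in edgeR), though not without non-treated replicate 1 or 6j replicate 2. Of the 7 RT-qPCR genes, CHAC1, DDIT3 and ATF3 are on this list. The 48 members that are not also ATF4 targets still passed camera (median log2 fold change 0.21, adjusted p = 2e-05).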

The RNA-seq and enrichment analysis identified that ER stress was activated (Fig. 4B), indicating that 6j might promoted the expression of ATF3 via ER stress. To verify, cells were co-treated with 6j and 4-PBA, an inhibitor of ER following a detection of ATF3 via WB. The results showed that inhibition of ER stress alleviated 6j induced upregulation of ATF3 (Fig. 6C). These results indicated that 6j induced ER stress contributed to the protein upregulation of ATF3.

**Fig. 6:**
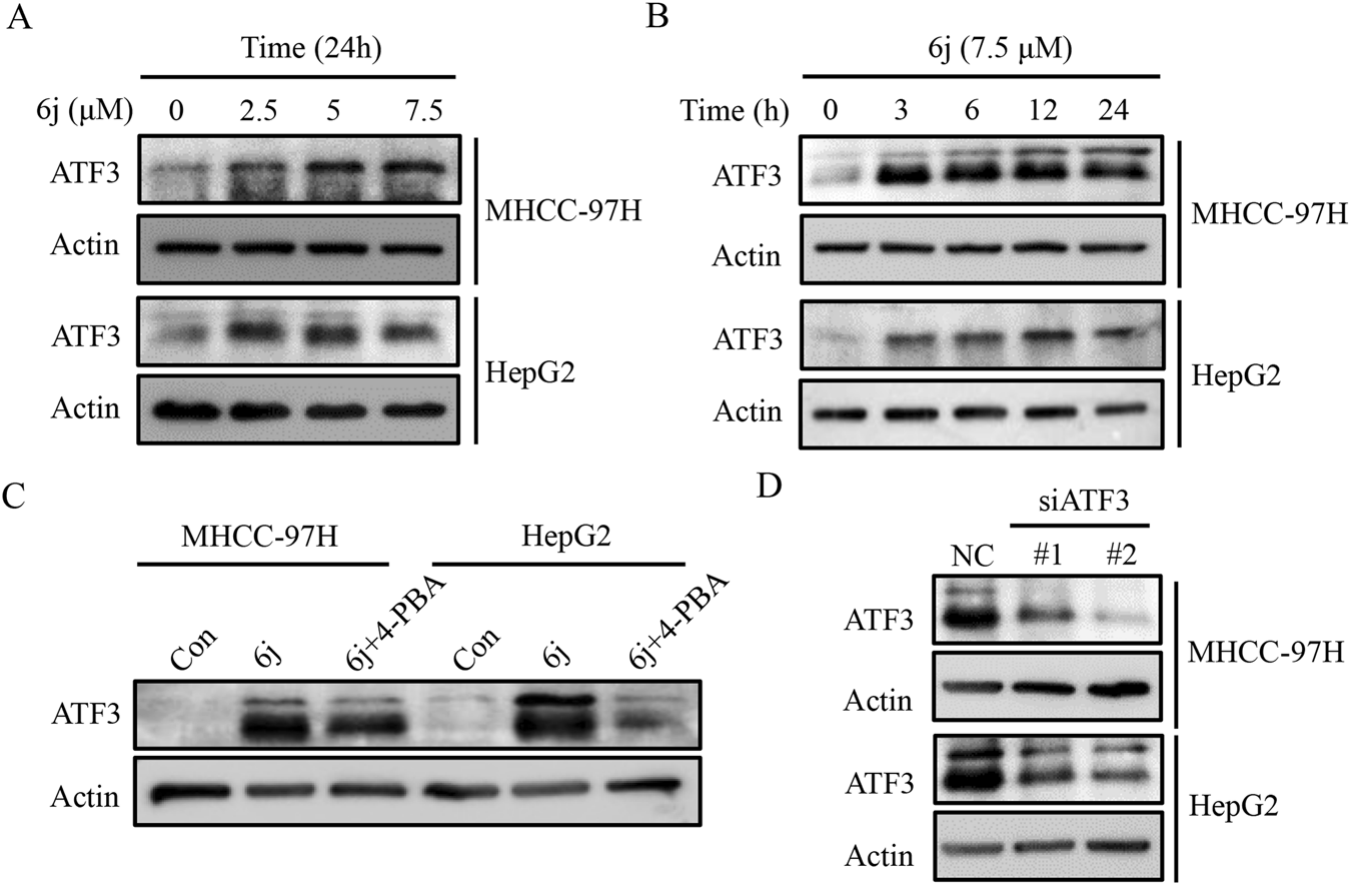
Compound 6j upregulated the expression of ATF3 via ER stress. **A** Compound 6j promoted the expression of ATF3 in a dose dependent manner in two liver cancer cell lines (*n* = 3). **B** Compound 6j promoted the expression of ATF3 in a time dependent manner in two liver cancer cell lines (*n* = 3). **C** ER stress inhibitor 4-PBA attenuated 6j induced ATF3 upregulation (*n* = 3). **D** RNAi efficiency detection by WB (*n* = 3).

### Compound 6j suppressed cell proliferation via ATF3 mediated ferroptosis

Subsequently, we wondered whether the upregulation of ATF3 was responsible for 6j induced ferroptosis and cell proliferation inhibition. We first detected the RNAi efficiency in two HCC cell lines and found that siATF3 #2 conferred much higher efficiency than siATF3 #1 (Fig. 6D). Thus, siATF3 #2 was chosen for the subsequent assays. Cells were co-treated with siATF3 #2 and 6j and the intracellular content of Fe^2+^, MDA, ROS and cell viability were tested. We found that knockdown of ATF3 inhibited 6j induced ferroptosis by decreasing intracellular content of Fe^2+^, MDA, and ROS (Fig. 7A–C). Downregulation of ATF3 also alleviated 6j induced cell proliferation inhibition (Fig. 7D). These findings confirmed that ATF3 mediated 6j induced ferroptosis and the subsequent cell proliferation inhibition.

**Fig. 7:**
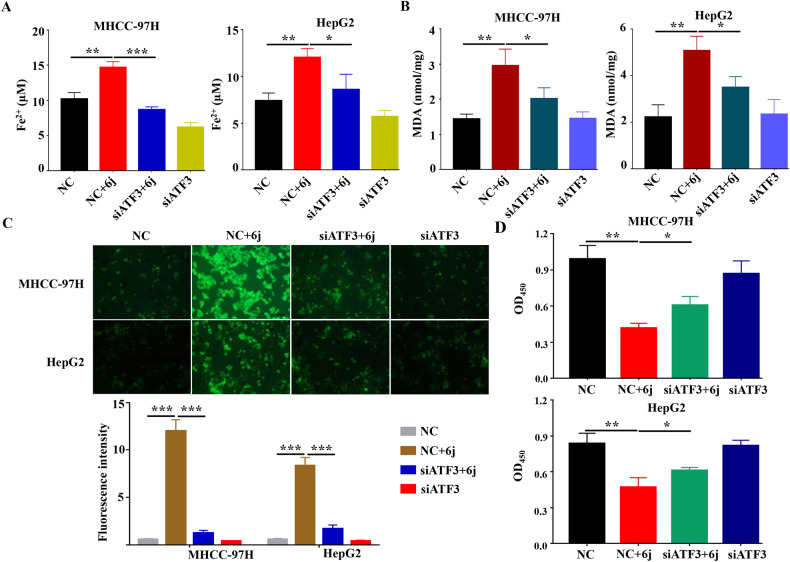
Knockdown of ATF3 attenuated 6j induced ferroptosis and cell proliferation inhibition. RNAi with ATF3 siRNA decreased 6j induced accumulation of Fe^2+^ (**A**), MDA (**B**), and ROS (**C**) (*n* = 3). D RNAi with ATF3 alleviated 6j induced cell viability decreasing (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001.

### Compound 6j exhibited promising anti-liver cancer effects in vivo

We then assessed the in vivo anti-liver cancer effects of 6j via nude mice bearing HepG2 cells implanted subcutaneously into the right flank. Compound 6j was intraperitoneally injected twice a week. Compared with vehicle, tumor volume in low and high dose of 6j treatment groups were significantly reduced (Fig. 8A, B). Besides, significant tumor weight reduction was also observed in low and high dose of 6j treatment groups compared with vehicle treatment (Fig. 8C). IHC staining for Ki-67 revealed a pronounced reduction of Ki-67 in 6j treatment (Fig. 8D). We also found that 6j significantly increased the expression of ATF3 in vivo mouse xenograft in a dose dependent manner (Fig. 8E). The content of Fe^2+^ and MDA were also significantly increased in a dose dependent manner (Fig. 8F, G).

**Fig. 8:**
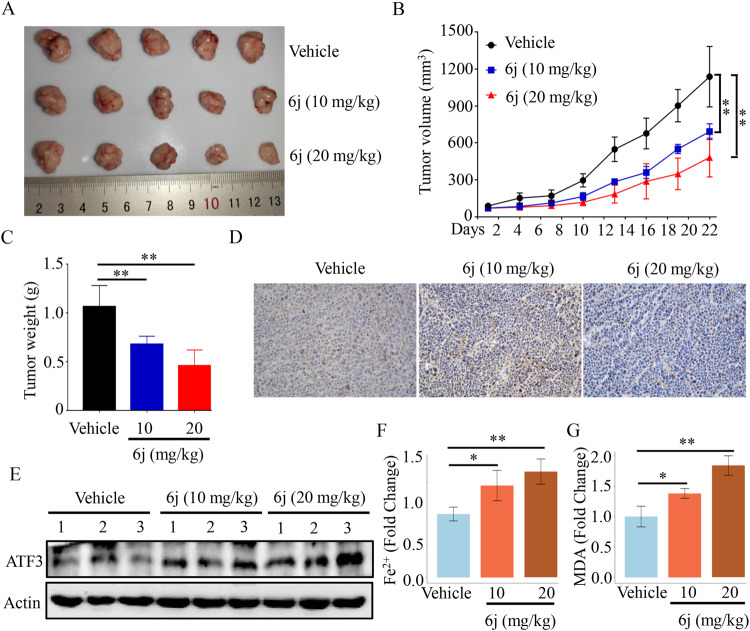
Compound 6j suppressed tumor growth. **A** Tumor Images after anatomy (*n* = 5 for each group). **B** Curves of tumor volumes at indicated times. **C** Statistic of tumor weight. **D** Representative expression image of Ki67 in tumor tissues from each group. **E** The expression of ATF3 in tumor tissues from each group. **F** Changes of Fe^2+^ in tumor tissues from different groups. **G** Changes of MDA in tumor tissues from different groups. *P < 0.05; **P < 0.01; ***P < 0.001.

## Discussion

Cell death is closely related to the occurrence and development of tumors. In tumor cells, proteins that inhibit apoptosis (such as Mcl-1 and Bcl-2) are selectively up-regulated, while apoptosis promoting molecules (such as p53 and Bax) are mutated or downregulated, resulting in tumor cells insensitive to apoptosis [32]. From the perspective of morphology and mechanism, ferroptosis is different from apoptosis which is characterized by accumulation of intracellular Fe^2+^, ROS, and lipid peroxidation [4]. Own to the Warburg effect, tumor cells are characterized by elevated levels of ROS [33]. Thus, tumor cells are more sensitive to ferroptosis. Induction of ferroptosis in cancer cells is a promising strategy for cancer therapy [25]. A variety of drugs that have been used clinically or have strong clinical transformation potential can induce ferroptosis, such as sorafenib [34], lapatinib [35], zalcitabine [36], and neratinib [37]. Therefore, development of ferroptosis inducers is of great research significance and clinical value. In the present study, we reported a sophoridine derived compound 6j as a ferroptosis inducer in liver cancer cells. Compared with its parent compound sophoridine which showed an IC_50_ more than 5 mM (Figs. S1A), 6j displayed a significant anti-liver cancer effects with an IC_50_ below 10 μM. In mechanism, 6j exerted its anti-proliferation effects via inducing ferroptosis while ferroptosis plays no role in the sophoridine induced proliferation inhibition (Fig. S1B). Our study might shed the light on design of ferroptosis inducers based on sophoridine structure.

ATF3, a member of the ATF/CREB family of transcription factors [38], is widely expressed in human normal tissues including liver, gastrointestinal tract, and endocrine tissues (Fig. S2). Previous studies revealed that ATF3 could impede the tumorigenesis and progression of liver cancer [14, 39]. Meanwhile, ATF3 is reported to be a key mediator of drugs induced ferroptosis. Wang et al. found that ATF3 could enhance erastin-induced ferroptosis by suppressing system Xc [40]. Lu et al. identified that ATF3 mediated brucine-triggered glioma cell ferroptosis via increasing hydrogen peroxide and iron [20]. Fu et al. discovered that elevation of ATF3 could induce ferroptosis and alleviate cisplatin resistance in gastric cancer [21]. These results imply that ATF3 is a potential target of liver cancer and key mediator of ferroptosis. Developing ferroptosis inducers based on ATF3 has a good prospect. In the present study, we disclosed that a sophoridine derivative 6j could upregulated the expression of ATF3 via ER stress in liver cancer cell (Fig. 6). Knockdown of ATF3 abolished 6j induced ferroptosis and proliferation inhibition (Fig. 7). Our data further uncovered the role of ATF3 in ferroptosis and proved that ATF3 is a promising target for ferroptosis inducing drug design.

In aggregate, we reported a sophoridine derivative 6j which displayed a strong anti-liver cancer effect via ATF3 mediated ferroptosis. Our results suggest that upregulation of ATF3 by 6j could be a potential effective approach to treat liver cancer. There are also limitations to this work, including the mechanism of 6j induced ATF3 transcription activation, which remains to be further investigated.

## Materials and methods

### Reagents

Compound 6j was synthesized as reported previously [30]. Ferrostatin-1 (Fer-1, HY-100579), Z-VAD-FMK (HY-16658B), 3-Methyladenine (3-MA, HY-19312), Necrostatin-1 (Nec-1, HY-15760), and odium 4-phenylbutyrate (4-PBA, HY-A0281) were purchased from MedChem Express (New Jersey, USA). The Cell Counting Kit-8 (CCK-8, C0038), lipid peroxidation malondialdehyde (MDA, S0131M) assay kit, and Annexin V-FITC Apoptosis detection kit (C1062L) were obtained from Beyotime (Shanghai, China). Fe^2+^ (ADS-F-QT027) and ROS detection kits (ADS-W-G010) were purchased from Aidisheng (Jiangsu, China). The 2x SYBR Green real-time qPCR Kit (AG11701) was acquired from Agbio (Jiangsu, China). The small interfering RNA of ATF3 was purchased from GenePharma (Shanghai, China). The antibody against ATF3 (A1852) and Actin (4970S) were obtained from Abclonal(Wuhan, China) and Cell signaling technology(Boston, USA), respectively.

### Cell lines and culture

Six liver cancer cell lines (HepG2, PLC/PRF/5, MHCC-97H, MHCC-97L, Bel-7402, and SK-Hep-1) were purchased from NANJING COBIOER BIOSCIENCES CO., LTD and cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin. Cells in logarithmic growth phase were applied to experiments.

### Cell viability and colony formation assays

For cell viability assay, cells were plated into 96-well plate at a density of 5 × 10^3^ cells per well. Twenty-four hours later, cells were treated with different compounds for indicated time. Then, CCK-8 was added into each well and incubated for additional 2 h. Subsequently, the cell viability was measured by testing the absorbance at 450 nm. For colony formation assay, the HepG2 and MHCC-97H cells were seeded into 6-well plate with 800 cells per well. Then, cells were treated with different concentrations of 6j for about 7–10 days until the clonal populations were visible. Afterward, the cell clones were washed lightly with phosphate buffer solution (PBS) twice and fixed with methanol for 30 min. Subsequently, the clones were lightly washed with PBS twice again and stained with 0.05% crystal violet (IC0600, Solarbio, China) for 10–15 min. Finally, the clones were washed with PBS, dried, and photographed.

### Measurement of intracellular Fe^2+^, MDA, and ROS

HepG2 and MHCC-97H cells were seeded in 6-well plates at a density of 6 × 10^5^ cells per well. After 24 h, cells were treated with different concentrations of 6j for additional 16 h. Then, cells were collected and washed twice with PBS following the detection of intracellular Fe^2+^, ROS, and MDA according to the kit instruction, respectively.

### RNA interference (RNAi)

The HepG2 and MHCC-97H cells were plated into 6-well plates at a density of 2 × 10^5^ cells per well. Then, siRNA was mixed with Lipo3000 (L3000015, California, USA) at an optimum ratio of 1:1. After blending slightly, the mix was allowed to stand for 10–15 min at room temperature before being added to the plate well.

### RNA-seq and differentially expressed genes (DEGs) identifying

The total RNA was extracted from MHCC-97H cells treated with 6j (10 μM) or solvent control for 16 h. Subsequently, samples were sent to Biomarker Technologies (Beijing, China) for RNA sequence. DEGs were identified via applying DESeq2 with a criteria of |Fold change| >1.5 and *p* < 0.05. The RNA-seq data used in this study has been uploaded in the GEO dataset (GSE237138).

### Real-time qPCR (RT-qPCR)

After cells were treated with different concentrations of 6j, total RNA was exacted with TRIzol reagent (AG21102, agbio, China). Then, cDNA synthesis was carried out with EVO M-MLV RT MIX Kit (AG11706, agbio, China). RT-qPCR was performed by SYBR Green Pro Taq HS qPCR Kit according to reagent instructions. The primer pairs used for RT-qPCR were as follows: CHAC1-F: GTGGTGACGCTCCTTGAAGATC; CHAC1-R: GAAGGTGACCTCCTTGGTATCG; ATF3-F: ATGATGCTTCAACACC CAGGC; ATF3-R: TTAGCTCTGCAATGTTCCTTC; LPIN1-F: CCAGCCCAATGG AAACCTCC; LPIN1-R: AGGTGCATAGGGATAACTTCCTG; ACSL1-F: GACATT GGAAAATGGTTACCAAATG; ACSL1-R: GGCTCACTTCGCATGTAGATA; DDR2-F: CCAGTCAGTGGTCAGAGTCCA; DDR2-R: GGGTCCCCACCAGAGT GATAA; CARS-F: GGTGACGTGGTATTGCTGTG; CARS-R: CTCTTCTCCCGA TACTGCTCG; DDIT3-F: GGAAACAGAGTGGTCATTCCC; DDIT3-R: CTGCTT GAGCCGTTCATTCTC; GAPDH-F: ACAACTTTGGTATCGTGGAAGG; GAPDH-R: GCCATCACGCCACAGTTTC.

### Western blotting (WB)

Briefly, the HCC cells were treated with different drug concentrations. The samples were lysed with RIPA lysis buffer (R0278, sigma, China) containing proteinases inhibitor cocktail. Then, the protein concentration was measured by a BCA protein kit. After that, the protein was subjected to sodium dodecyl sulfate-polyacrylamide (SDS)-page and transferred to a polyvinylidene difluoride (PVDF) membrane. Subsequently, the membrane was blocked with 5% non-fat milk for 1 h and incubated with indicated primary antibodies overnight at 4 °C. Finally, the membranes were incubated with secondary antibody (111-035-003, Jackson ImmunoResearch, USA) for 1 h at room temperature and then scanned on iBright 1500 (Invitrogen, USA) with appropriate ECL (A38556, Thermofisher, USA).

### Immunohistochemistry (IHC)

The samples from xenograft mouse models were fixed with formalin and then embedded in paraffin. Afterward, paraffin-embedded tissue was cut into histological sections. Then sections were dewaxed in xylene and rehydrated with graded alcohol. Subsequently, the citrate buffer was applied to retrieve antigen at 100 °C, 10 min, and the sections were blocked with 5% BSA for 1 h and incubated with primary ki-67 antibody (ab16667, Abcam, UK) at 4 °C for 24 h. The appropriate secondary antibody was added to the sections at 37 °C for 90 min after the primary antibodies were washed twice with PBS. Then, sections were washed with PBS to remove the secondary antibodies and dripped with DAB solution for 10 min. Finally, the sections were stained with hematoxylin.

### In vivo mouse model

The animal studies were performed according to protocols approved by the Animal Ethics Committee of Guangxi University (GXU-2022-161). A subcutaneous tumor bearing mice model was constructed as reported previously after 5–10 min of perfusion with isoflurane with rodent anesthesia machine [41]. Briefly, 5–6-week-old female BALB/C nude mice were purchased from Charles River (Beijing, China) and HepG2 cells with 5 × 10^6^/ml were subcutaneously injected into the right flank. When tumor grown to a volume of about 50 mm^3^, mice were randomly divided into three groups (vehicle control, 10 mg/kg, and 20 mg/kg of 6j, *n* = 5). Mice were treated with indicated compounds twice a week for three weeks. Twenty-two days later, mice were euthanized and the tumor weight was measured, photographed, and fixed with paraformaldehyde. Tumor volume was calculated as the following formula: Volume = length × width^2^ × 0.5. No blinding was performed during the mouse experiments.

### Bioinformatic analysis

The different expressions of seven ferroptosis-related genes between liver tumor and normal tissues were evaluated via analyzing RNA-seq data from TCGA and GTEx. For survival analysis, the online database Kaplan-Meier (http://kmplot.com/analysis/) was used to investigate the impacts of seven ferroptosis-related genes on overall survival (OS) and disease special survival (DSS) of HCC patients. The time-related receiver operating characteristic curve (ROC) was performed to assess the OS predictive ability of ATF3 in HCC by running R package “pROC”.

### Statistical analysis

The SPSS 11.0 software was used for the analysis of the experimental results. The *T* test was used to compare the measurement data between the two groups. *P* values < 0.05 were considered statistically significant. All experiments were repeated at least three times and data are presented as the mean ± SD unless noted otherwise. *p < 0.05; **p < 0.01; ***p < 0.001.

### Supplementary information

Figugre legends for Supplementary

Figure S1

Figure S2

Full and uncropped western blots

## Data Availability

The data supporting the findings of the present study are available from the corresponding author upon reasonable request.

# Supplementary material for: Sophoridine derivative 6j inhibits liver cancer cell proliferation via ATF3 mediated ferroptosis
**Source:** Cell Death Discov. 2023 Aug 14;9:296. doi: 10.1038/s41420-023-01597-6
**Supplement:** Supplementary file 1 — Figugre legends for Supplementary

**Figure legends**

**Fig. S1 Sophoridine inhibited liver cancer cell proliferation in a ferroptosis independent manner.** (A) Sophoridine inhibited HepG2 and MHCC-97H cell proliferation in a dose-dependent manner. (B) The proliferation inhibition induced by sophoridine is ferroptosis independent.

**Fig. S2 ATF3 is widely expressed in human normal tissues**.

# Supplementary material for: Sophoridine derivative 6j inhibits liver cancer cell proliferation via ATF3 mediated ferroptosis
**Source:** Cell Death Discov. 2023 Aug 14;9:296. doi: 10.1038/s41420-023-01597-6
**Supplement:** Supplementary file 4 — Full and uncropped western blots

## Slide 1
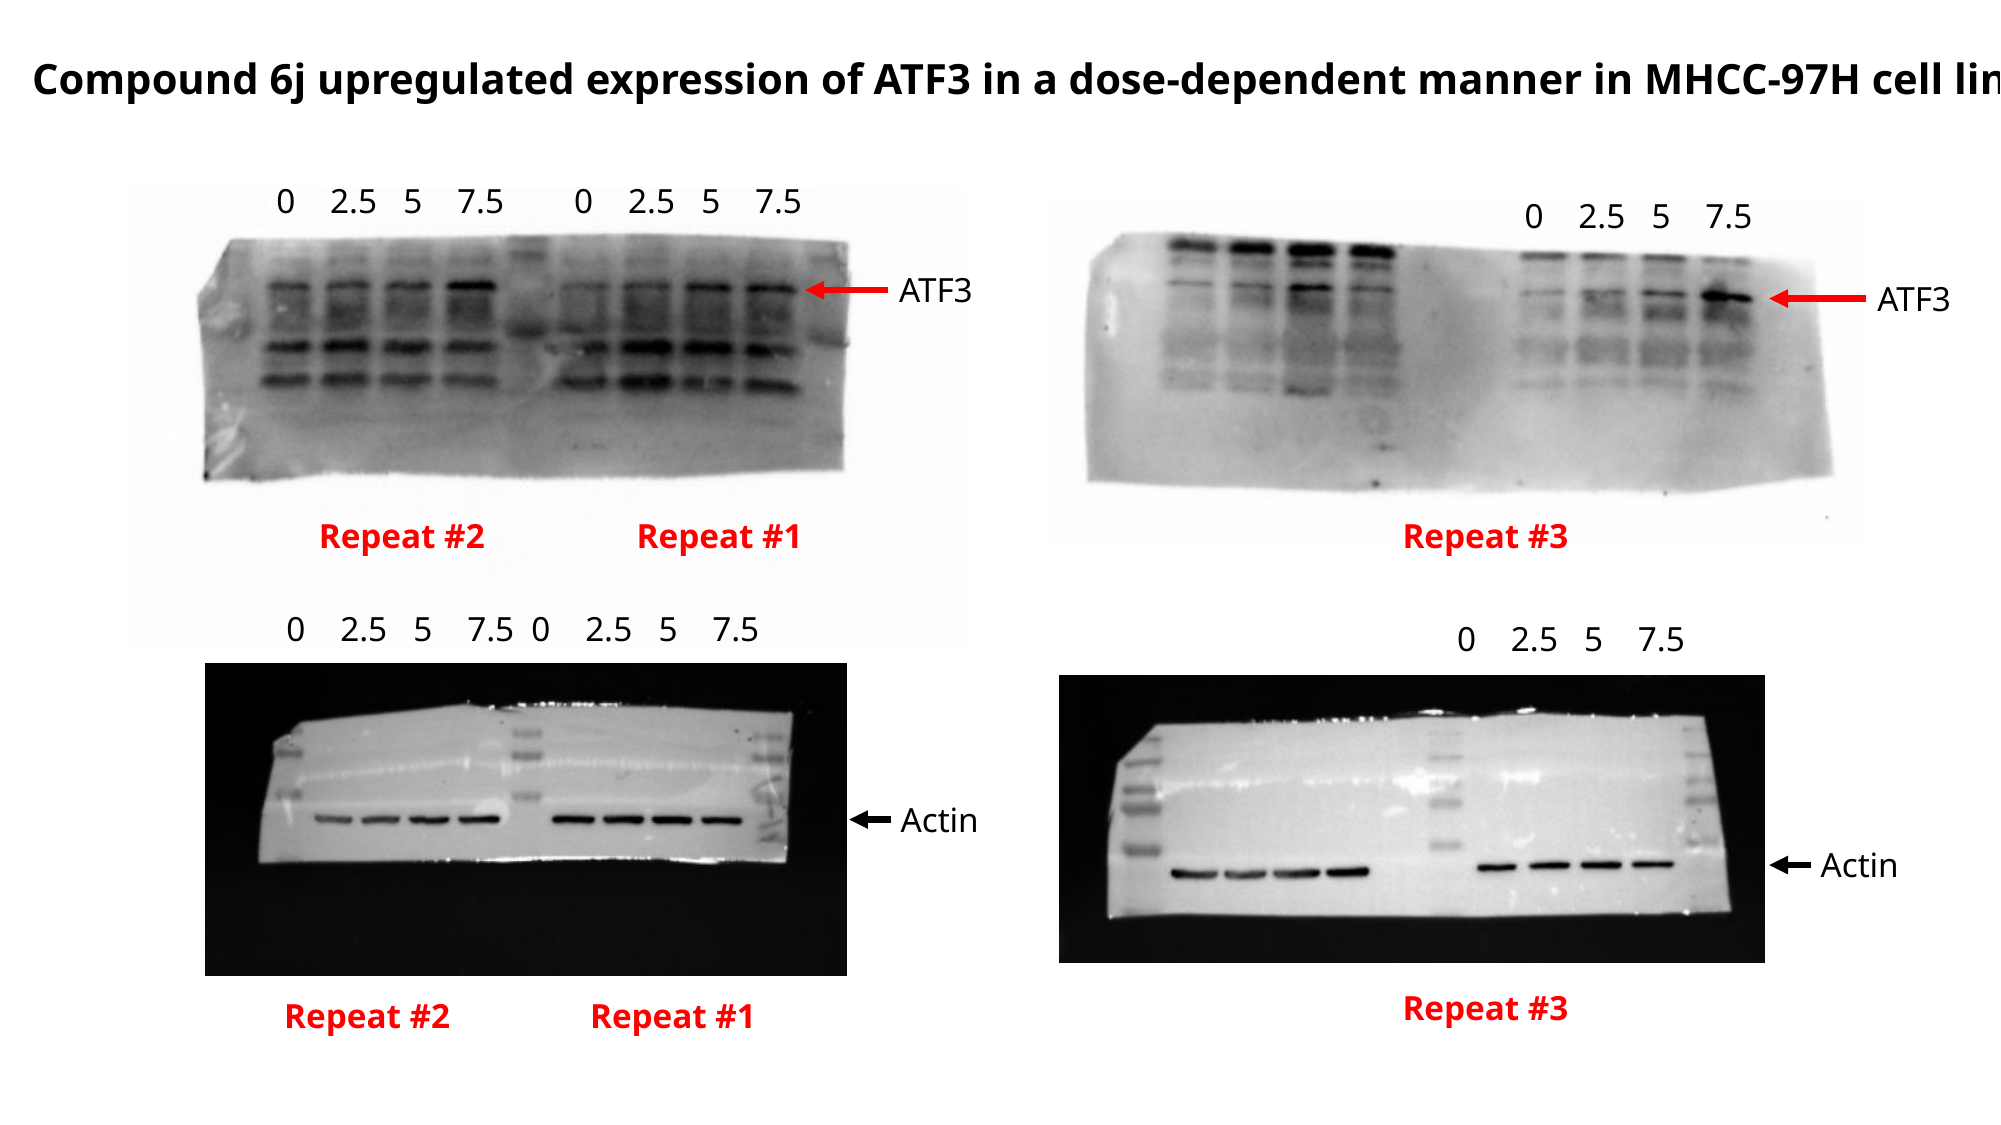

Compound 6j upregulated expression of ATF3 in a dose-dependent manner in MHCC-97H cell line
0 2.5 5 7.5
0 2.5 5 7.5
0 2.5 5 7.5
ATF3
ATF3
Repeat #2
Repeat #1
Repeat #3
0 2.5 5 7.5
0 2.5 5 7.5
0 2.5 5 7.5
Actin
Actin
Repeat #3
Repeat #2
Repeat #1

## Slide 2
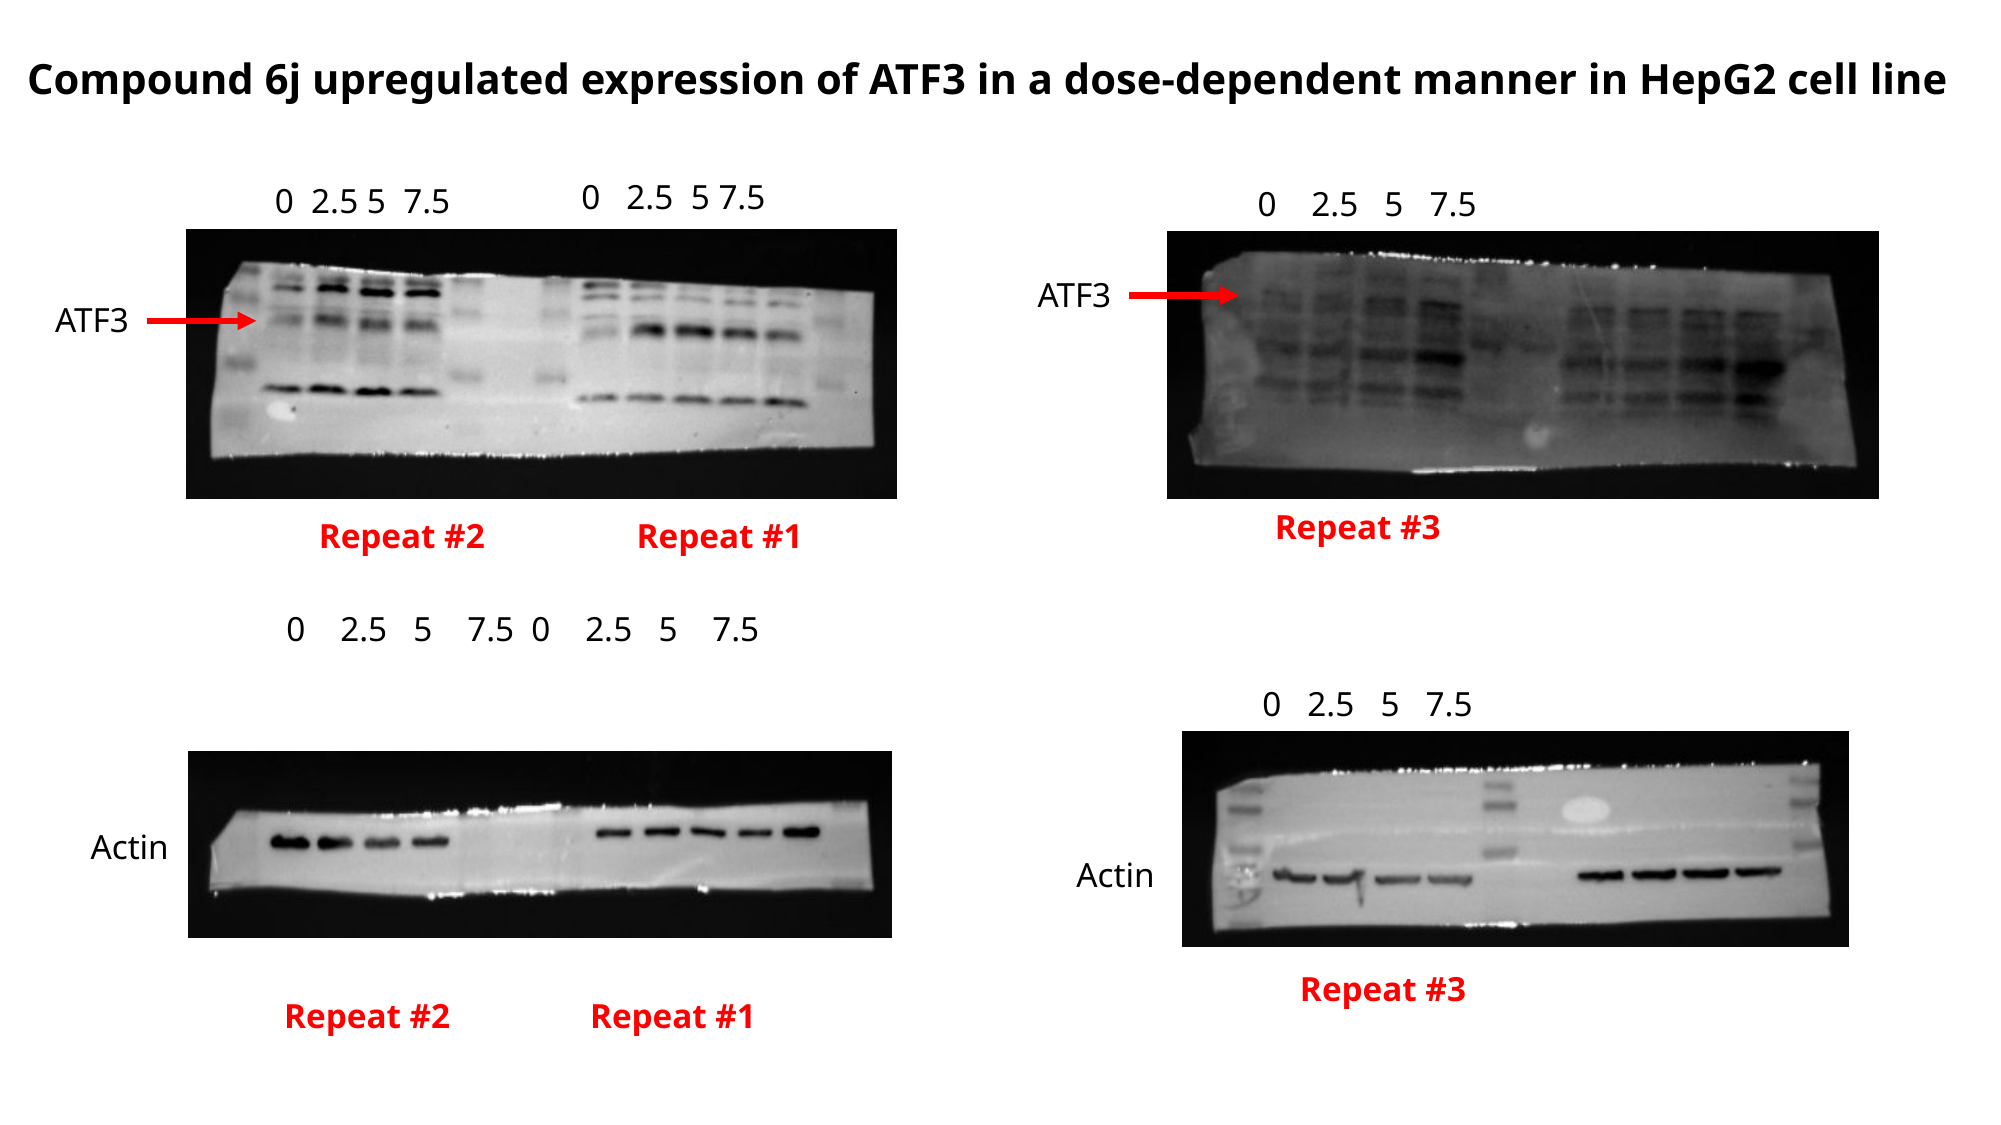

Compound 6j upregulated expression of ATF3 in a dose-dependent manner in HepG2 cell line
0 2.5 5 7.5
0 2.5 5 7.5
0 2.5 5 7.5
ATF3
ATF3
Repeat #3
Repeat #2
Repeat #1
0 2.5 5 7.5
0 2.5 5 7.5
0 2.5 5 7.5
Actin
Actin
Repeat #3
Repeat #2
Repeat #1

## Slide 3
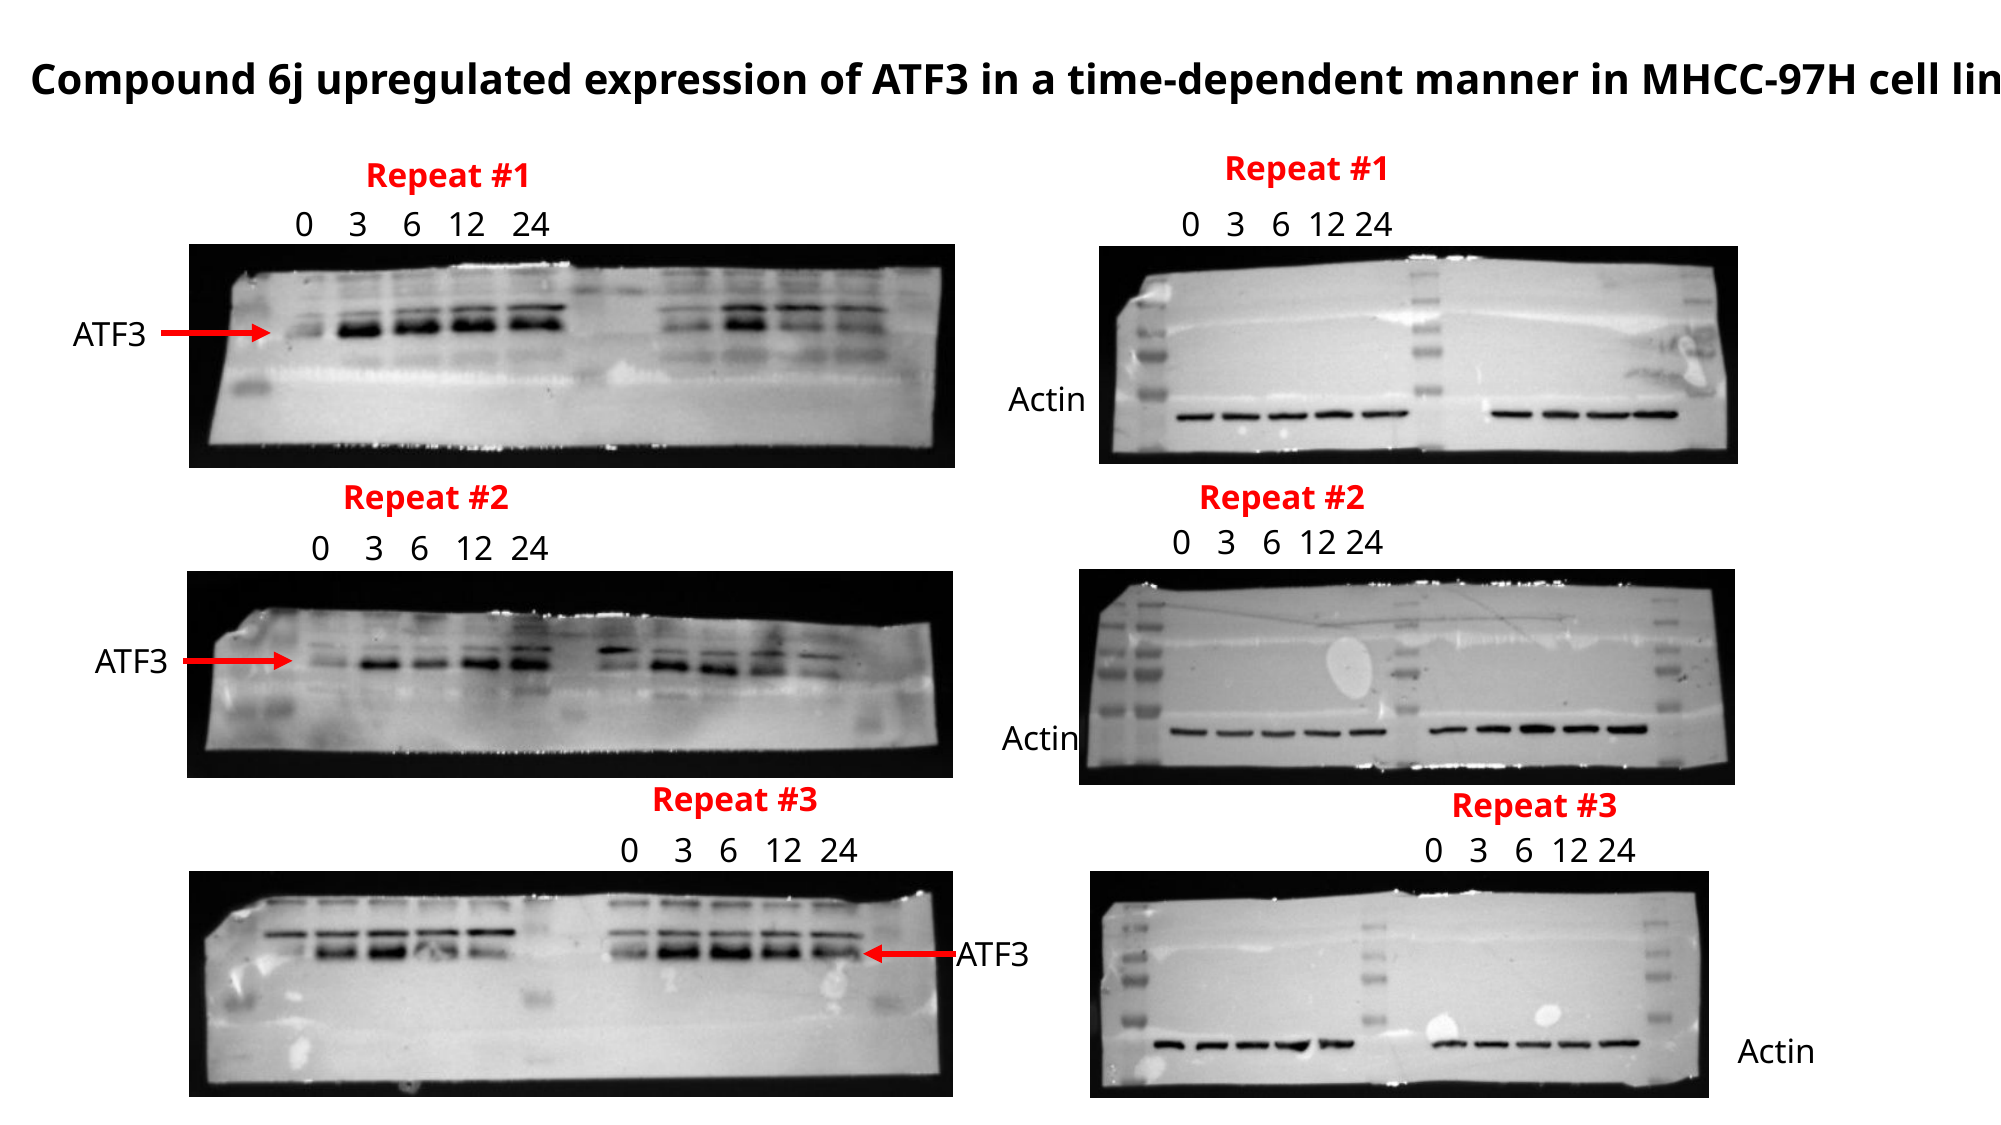

Compound 6j upregulated expression of ATF3 in a time-dependent manner in MHCC-97H cell line
Repeat #1
Repeat #1
0 3 6 12 24
0 3 6 12 24
ATF3
Actin
Repeat #2
Repeat #2
0 3 6 12 24
0 3 6 12 24
ATF3
Actin
Repeat #3
Repeat #3
0 3 6 12 24
0 3 6 12 24
ATF3
Actin

## Slide 4
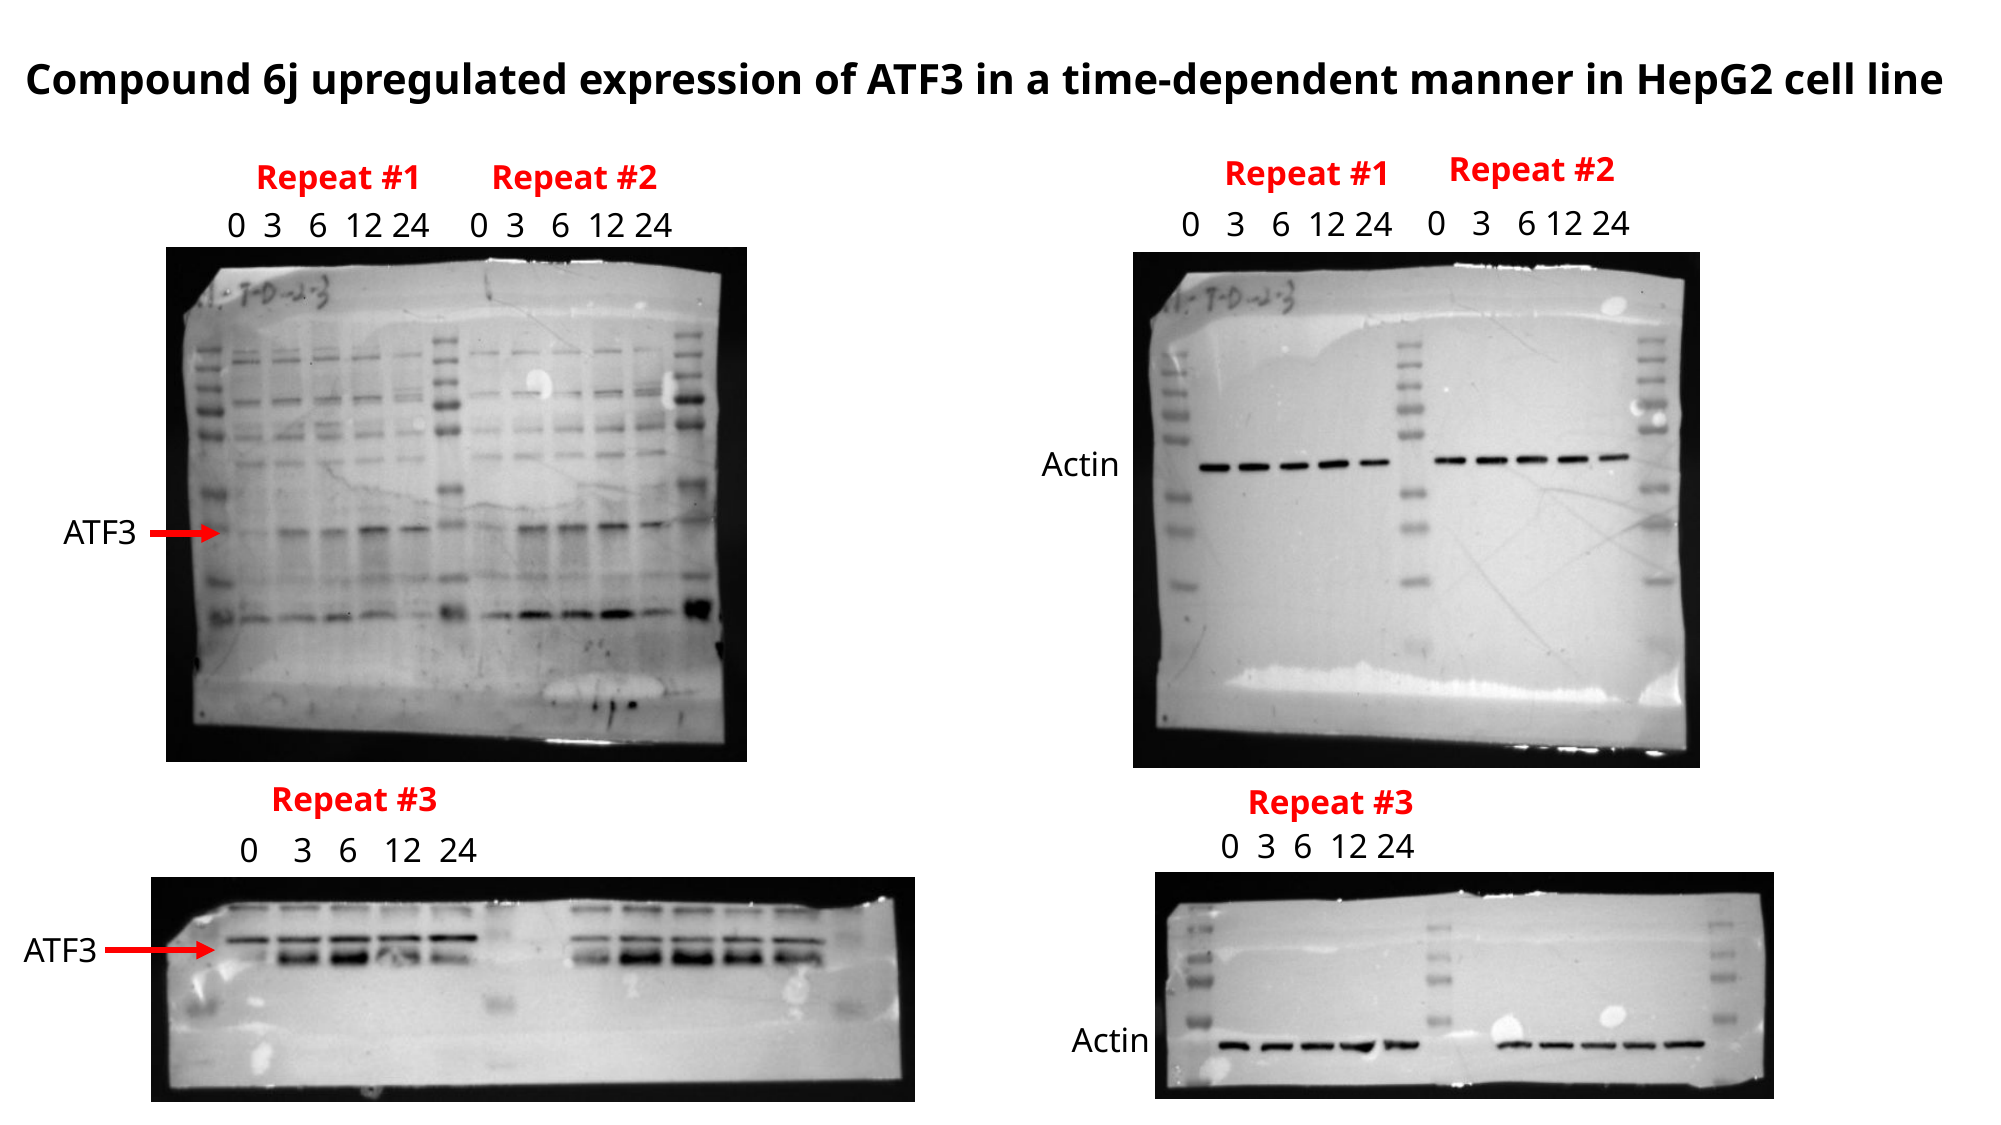

Compound 6j upregulated expression of ATF3 in a time-dependent manner in HepG2 cell line
Repeat #2
Repeat #1
Repeat #1
Repeat #2
0 3 6 12 24
0 3 6 12 24
0 3 6 12 24
0 3 6 12 24
Actin
ATF3
Repeat #3
Repeat #3
0 3 6 12 24
0 3 6 12 24
ATF3
Actin

## Slide 5
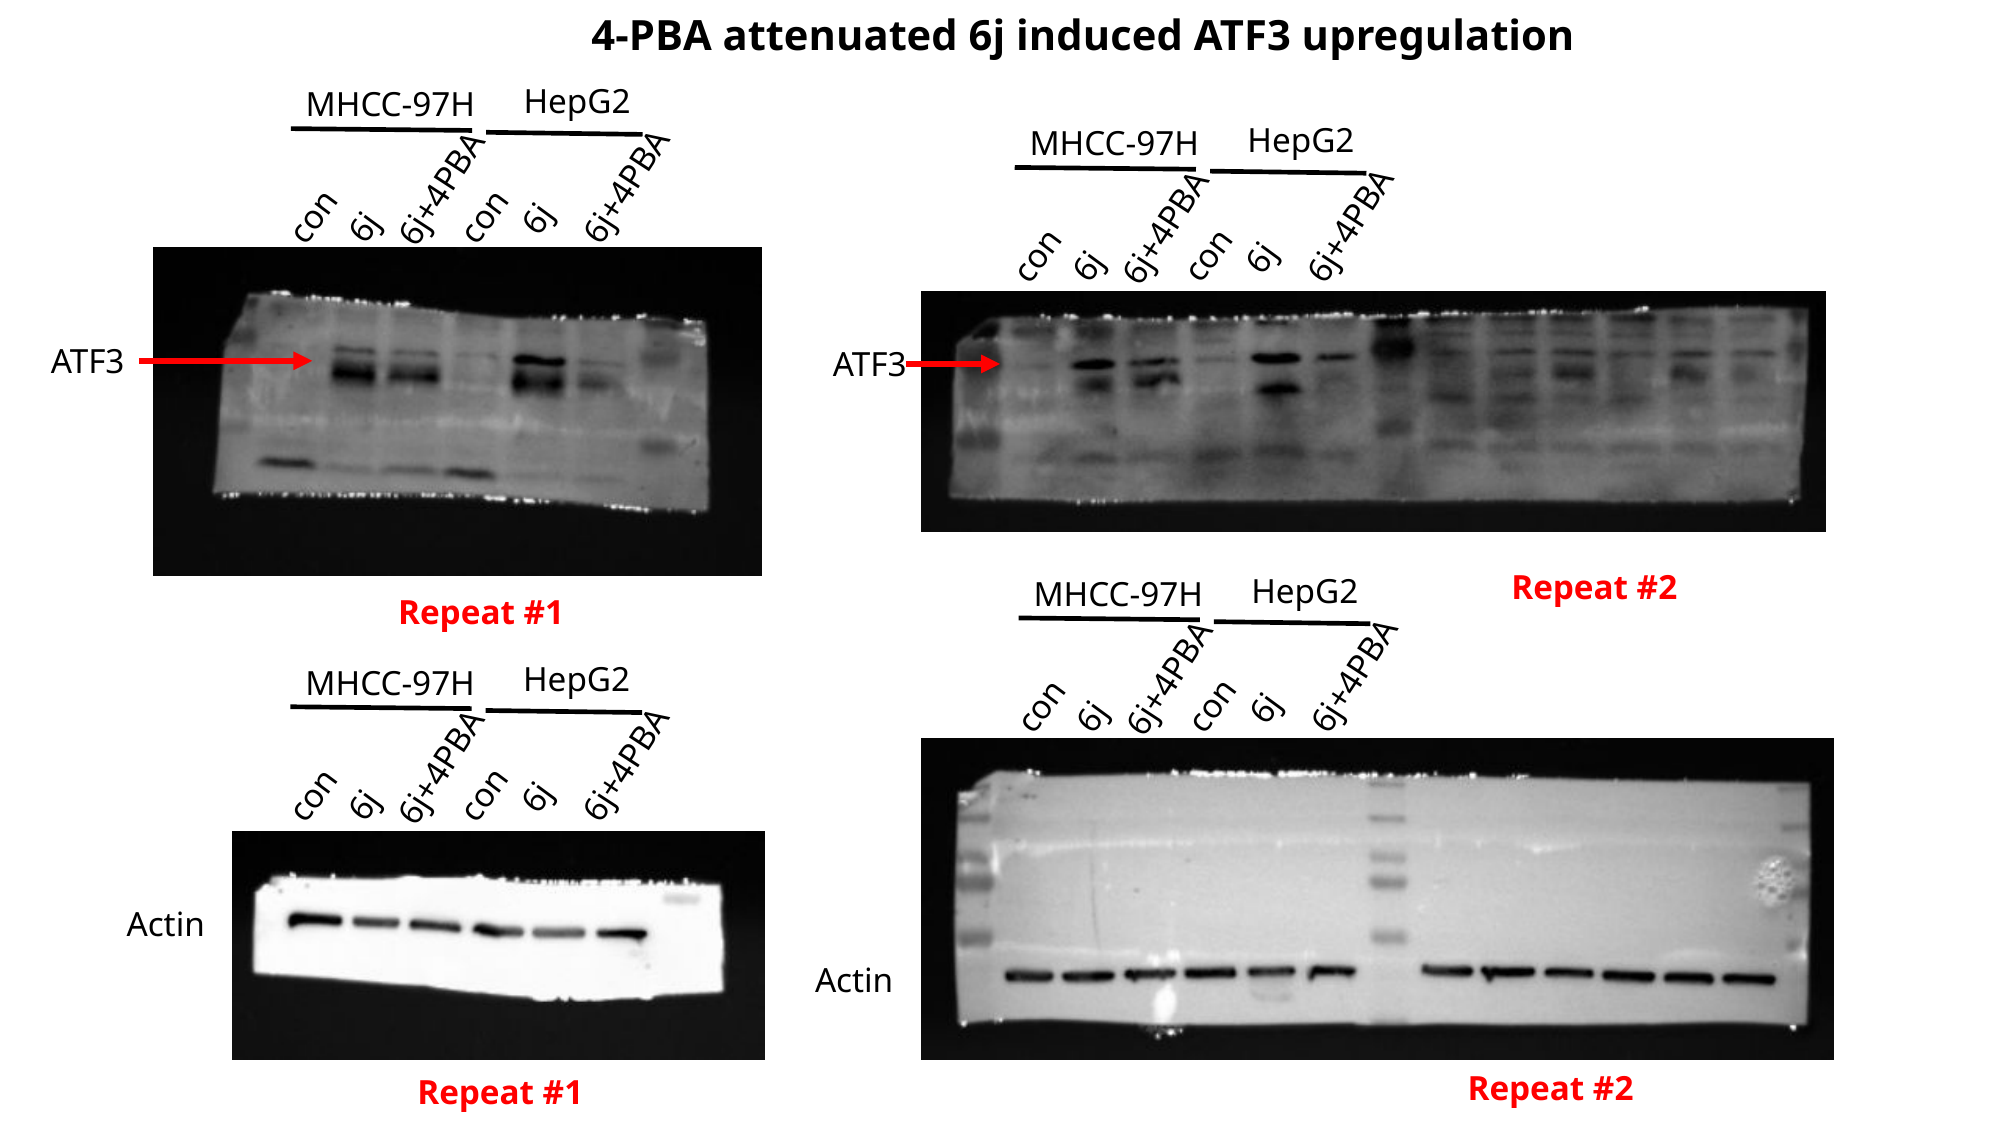

4-PBA attenuated 6j induced ATF3 upregulation
HepG2
MHCC-97H
HepG2
MHCC-97H
6j+4PBA
6j+4PBA
con
con
6j
6j+4PBA
6j
6j+4PBA
con
con
6j
6j
ATF3
ATF3
Repeat #2
HepG2
MHCC-97H
Repeat #1
6j+4PBA
6j+4PBA
HepG2
MHCC-97H
con
con
6j
6j
6j+4PBA
6j+4PBA
con
con
6j
6j
Actin
Actin
Repeat #2
Repeat #1

## Slide 6
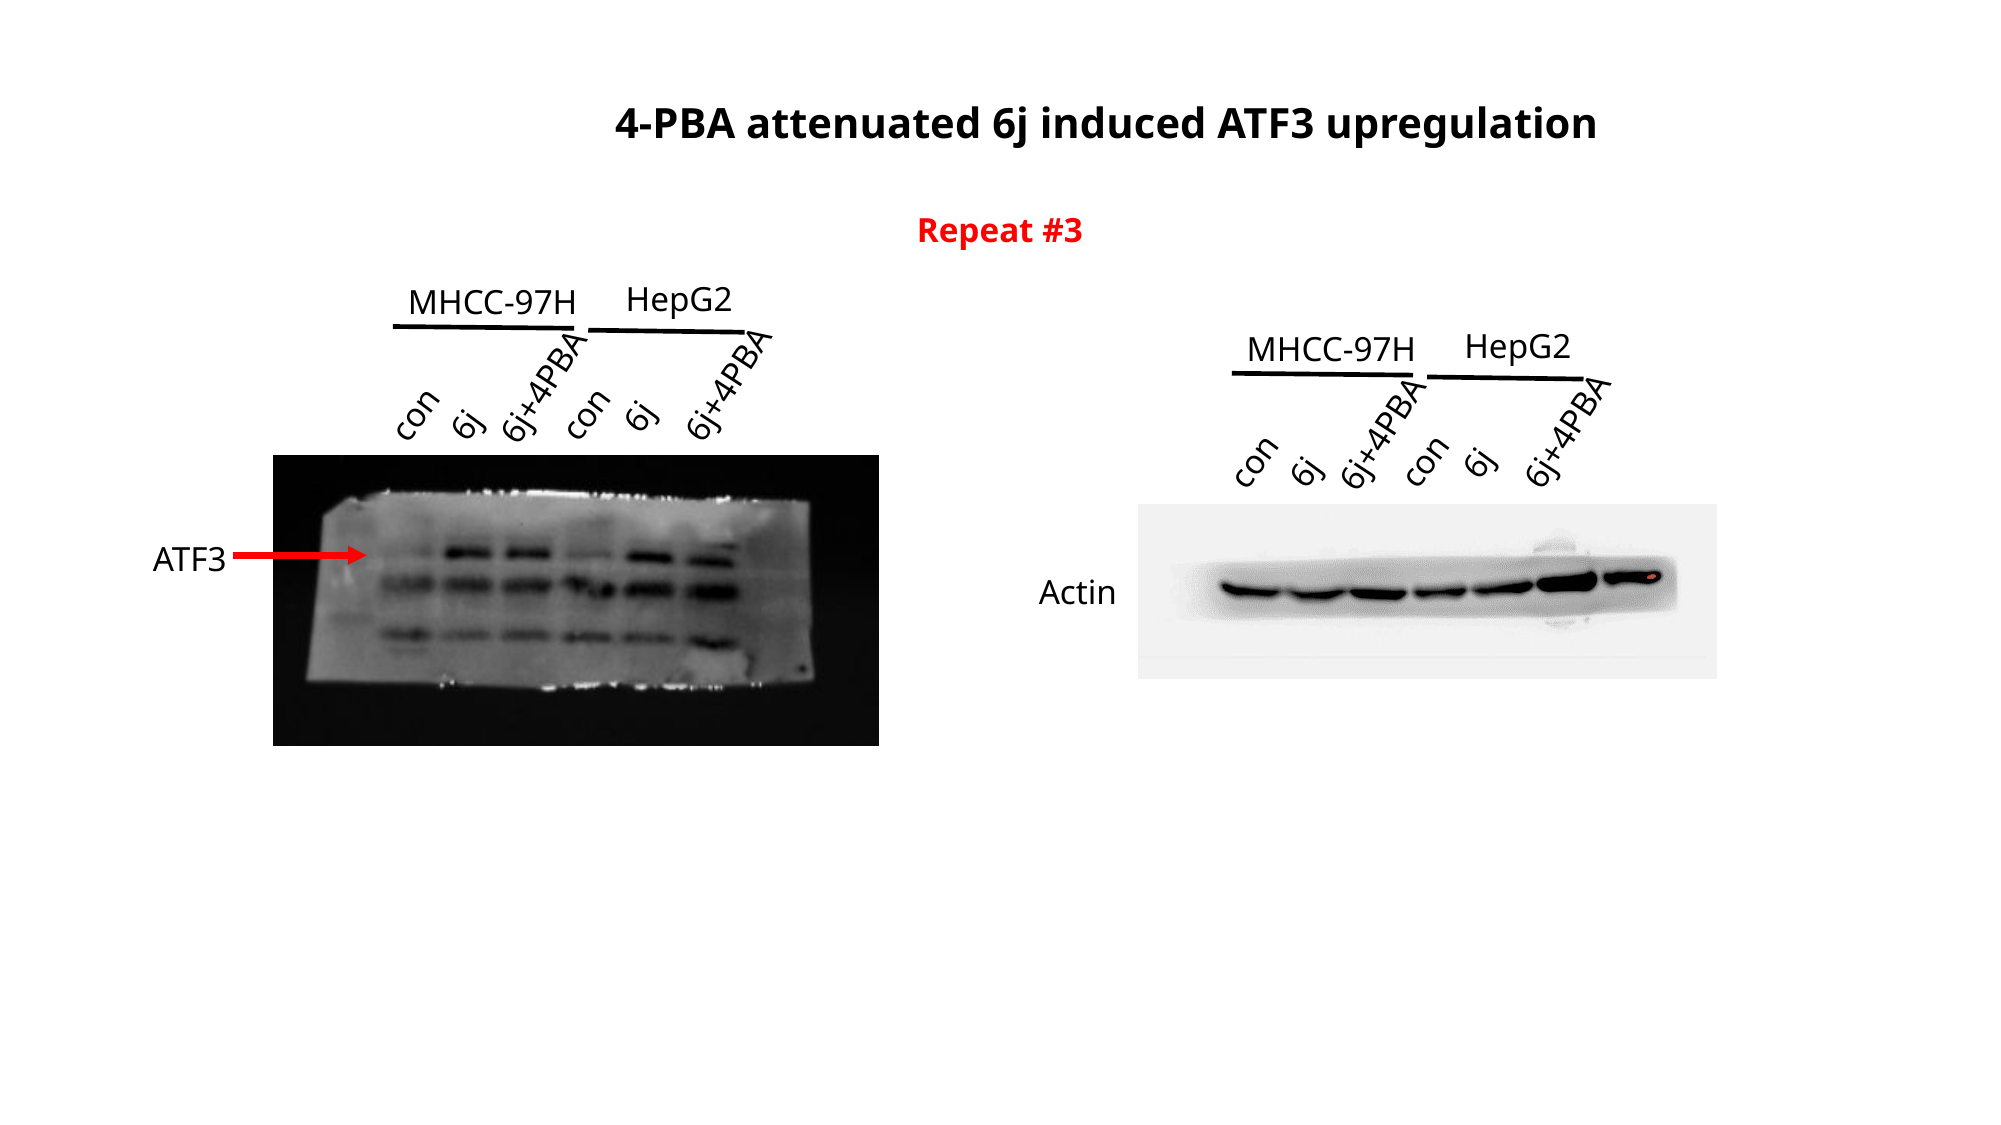

4-PBA attenuated 6j induced ATF3 upregulation
Repeat #3
HepG2
MHCC-97H
HepG2
MHCC-97H
6j+4PBA
6j+4PBA
con
con
6j
6j
6j+4PBA
6j+4PBA
con
con
6j
6j
ATF3
Actin

## Slide 7
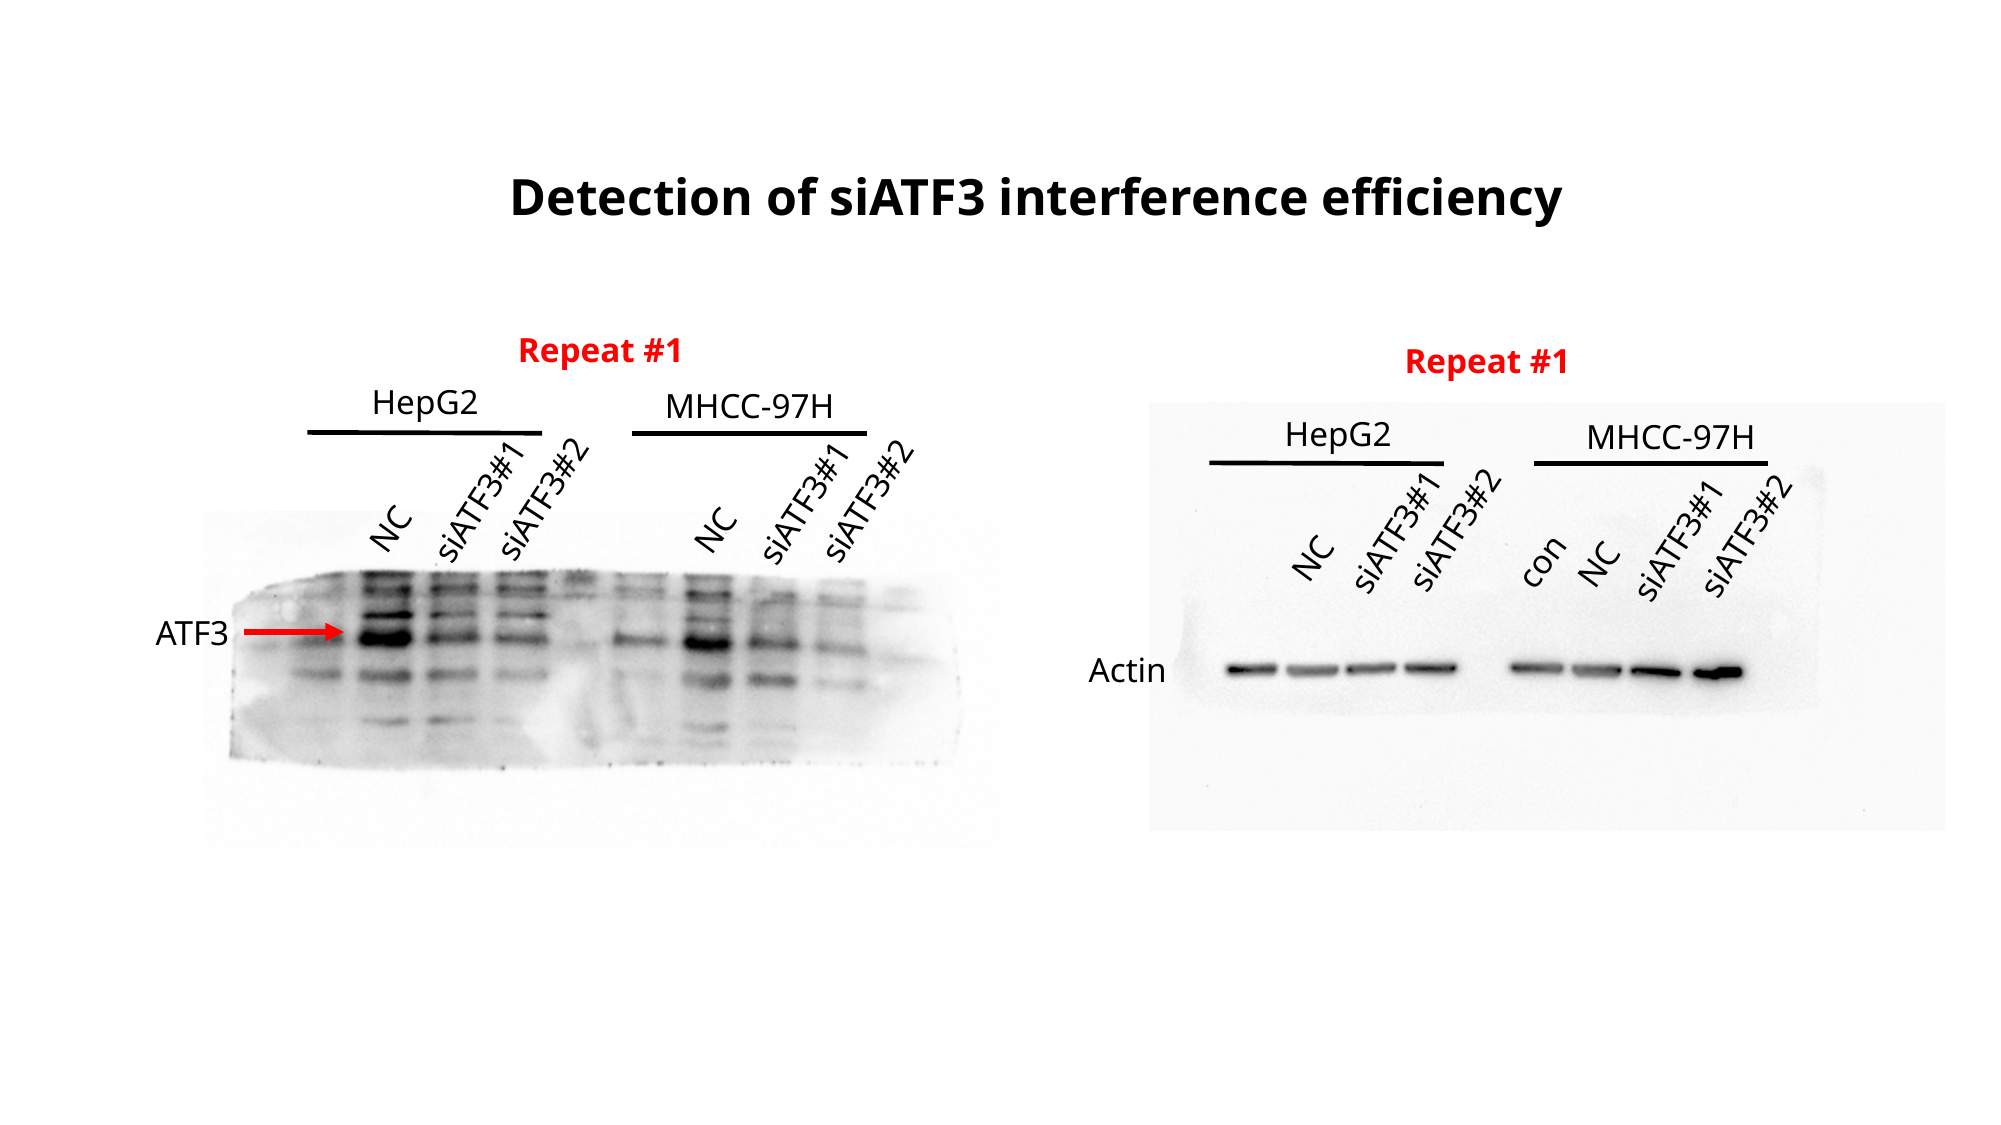

Detection of siATF3 interference efficiency
Repeat #1
Repeat #1
HepG2
MHCC-97H
HepG2
MHCC-97H
siATF3#2
siATF3#1
siATF3#2
siATF3#1
NC
siATF3#2
NC
siATF3#1
siATF3#2
siATF3#1
NC
con
NC
ATF3
Actin

## Slide 8
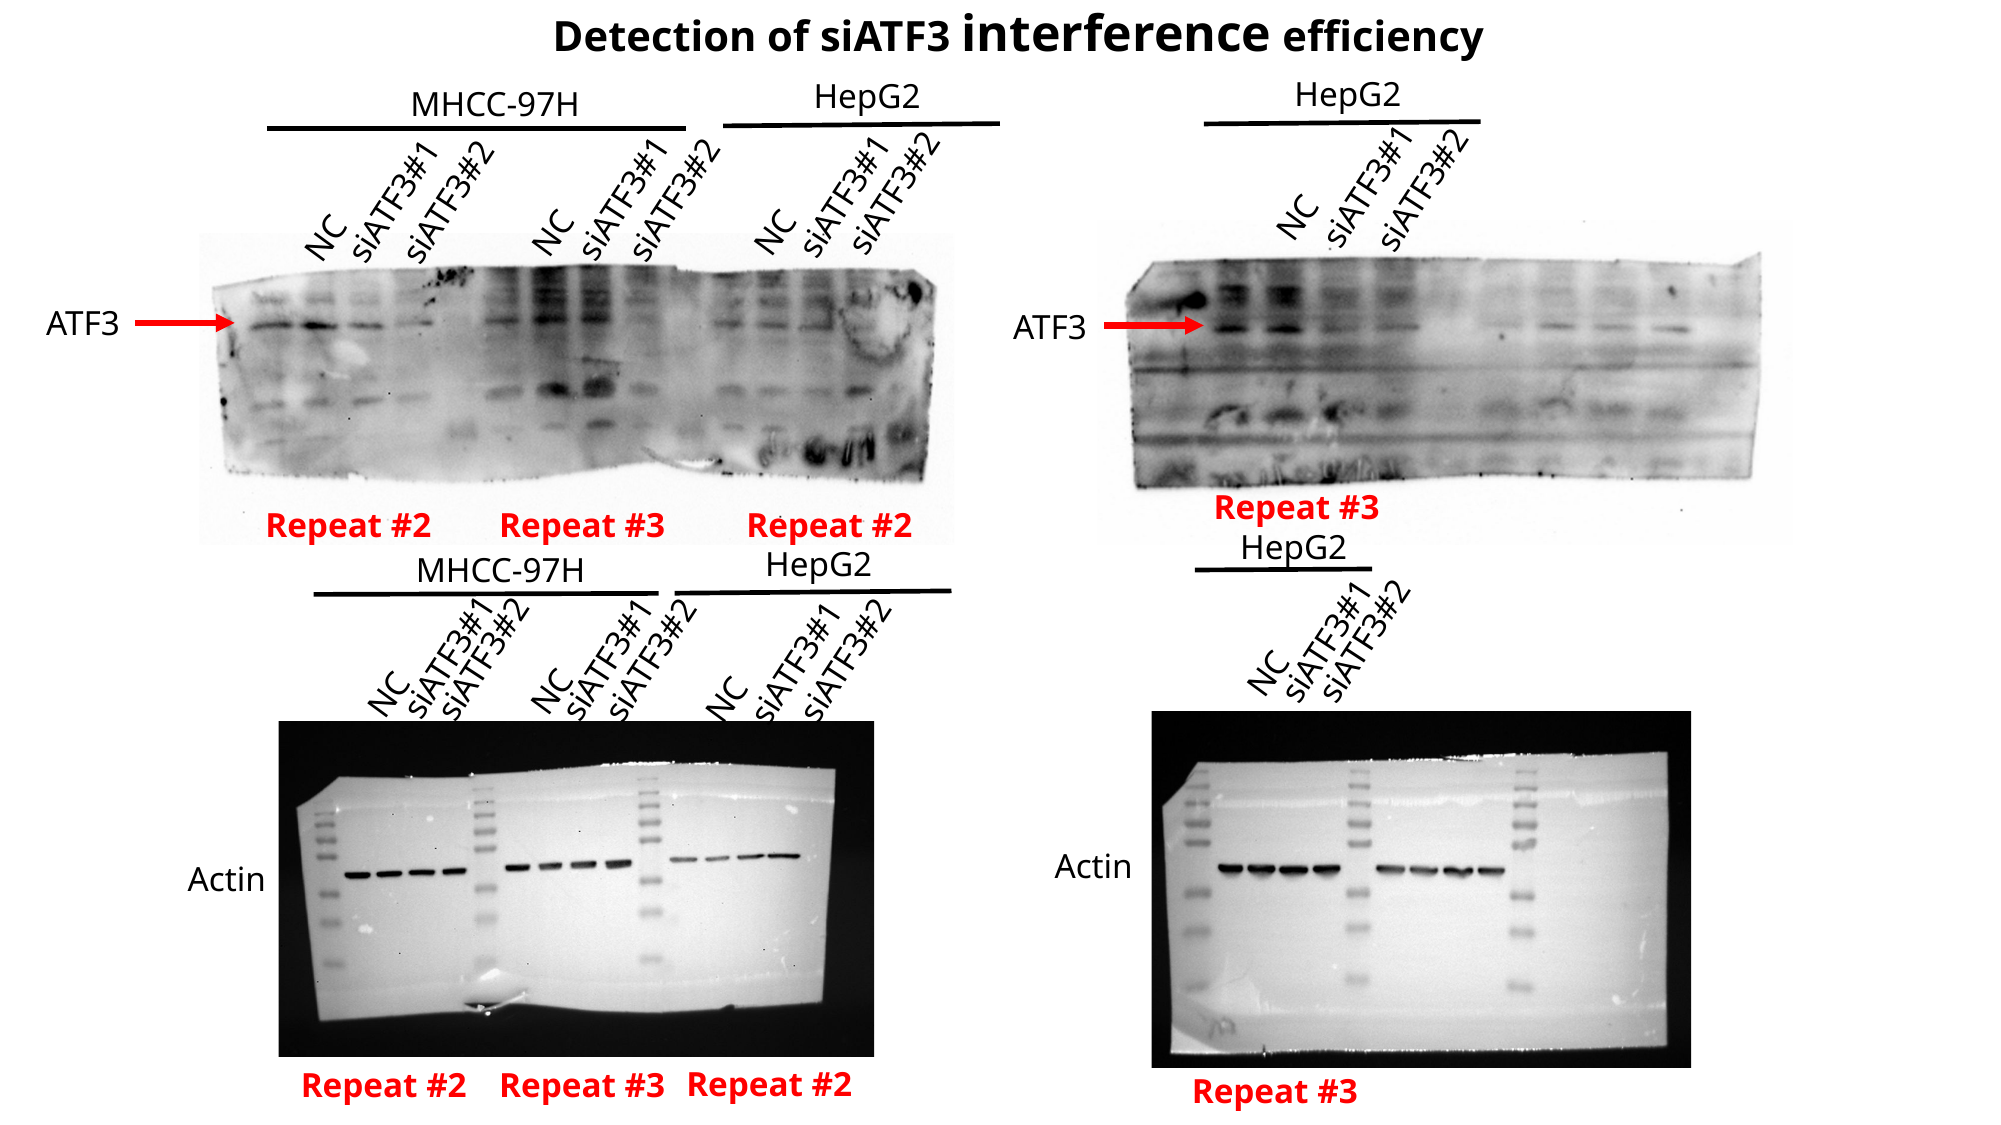

Detection of siATF3 interference efficiency
HepG2
HepG2
MHCC-97H
siATF3#1
siATF3#2
siATF3#2
siATF3#1
siATF3#1
siATF3#2
siATF3#1
siATF3#2
NC
NC
NC
NC
ATF3
ATF3
Repeat #3
Repeat #3
Repeat #2
Repeat #2
HepG2
HepG2
MHCC-97H
siATF3#1
siATF3#2
siATF3#1
siATF3#2
siATF3#1
siATF3#2
siATF3#2
siATF3#1
NC
NC
NC
NC
Actin
Actin
Repeat #2
Repeat #2
Repeat #3
Repeat #3

## Slide 9
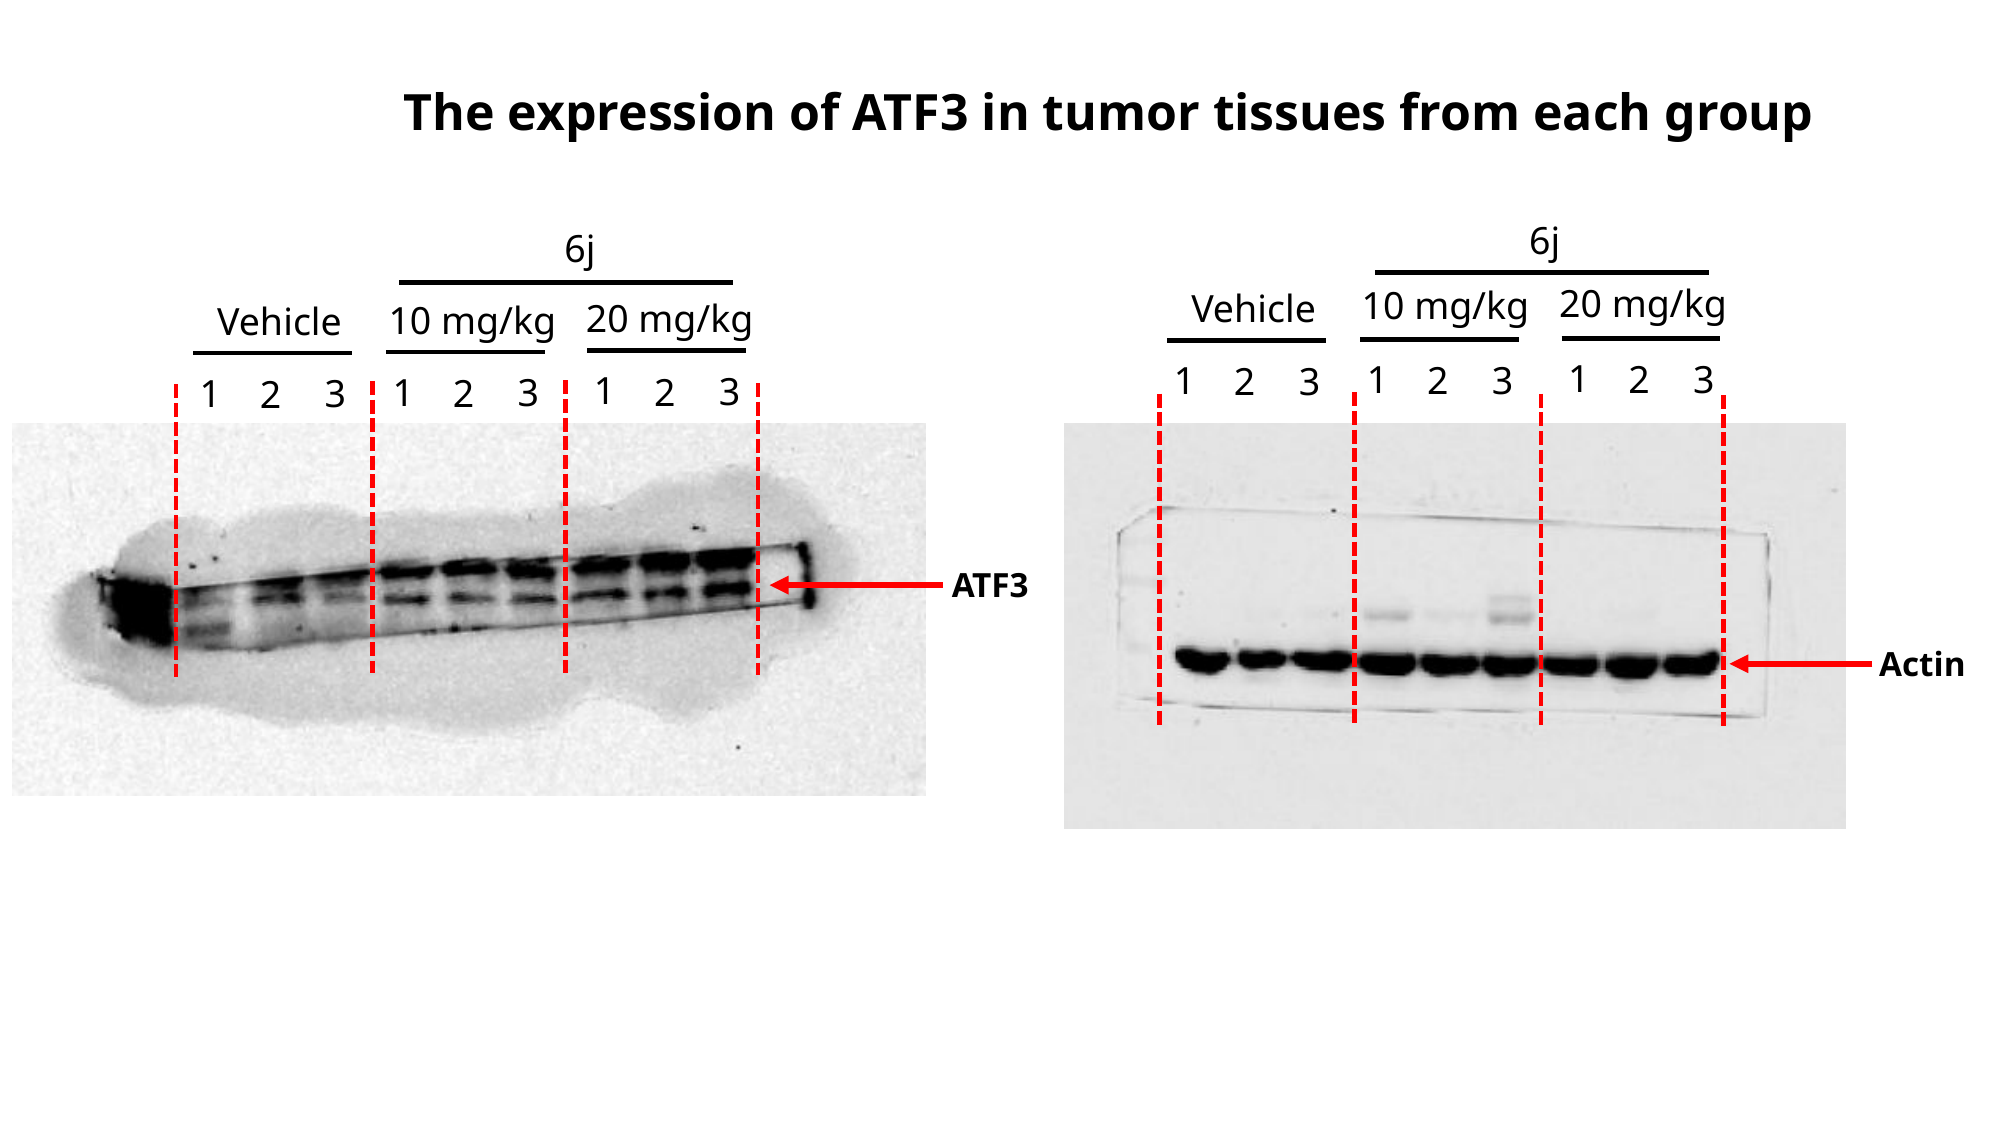

The expression of ATF3 in tumor tissues from each group
6j
6j
20 mg/kg
10 mg/kg
Vehicle
20 mg/kg
10 mg/kg
Vehicle
1
3
1
2
3
1
2
3
2
1
3
1
2
3
1
2
3
2
ATF3
Actin

How the deposited data were processed for this re-analysis (not part of the article)

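MHCC-97H cells treated with 10 μM 6j or with solvent for 16 h were measured by RNA sequencing, with 3 libraries per group. The authors deposited whole-number counts per gene, not normalized, with 1 column for each of the 6 libraries. Their labels say that mRNA was enriched with oligo(dT) beads. The paper's text names DESeq2 with a fold change above 1.5 and p under 0.05 for the DEGs, and does not name the aligner, the counting program, the genome build or the annotation. Whether the deposited counts are reads or rounded estimates is not stated. Of the 25445 rows, 3354 were 0 in all libraries, and the symbols of 27 rows had been turned into dates and were replaced by those of GENCODE version 29 (GRCh38), in which all 19974 Ensembl identifiers were found. Exons on the same strand were shared with another gene of the table in 2397 rows. The 5471 new genes of the authors' assembly have no coordinates in the table and are not linked to known genes here. Replicates were not pooled, and no column was left out.

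From the counts, edgeR 4.0.16 (R 4.3.3, limma 3.58.1) computed TMM factors after filterByExpr, which keeps rows with about 10 counts in enough libraries and a total of at least 15, and fitted robust quasi-likelihood models without covariates. The thresholds were a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. A prior count of 2 was used for log2 CPM. DESeq2 1.42.0 was an alternative, and an adjusted p that it did not give was left out. Standard errors of edgeR's log2 fold changes were computed from the F statistic. The total counts of 31533403 to 38018349 per library set the precision, and a count of 0 was taken as up to 3 counts. Intervals and floors cover counting error only.

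The 9 gene lists (ferroptosis, ER stress response, cholesterol biosynthesis, ATF4 targets, ER chaperones, heat shock, p53 targets, NRF2 targets and cell cycle) were written from general knowledge and are not the databases of the paper. They share members with each other. Lists called without shared members leave out only those shared with the ATF4 targets. For the ferroptosis list, those shared with cholesterol biosynthesis were left out too. Members shared with other lists stayed in, so 7 of the 18 ferroptosis members on another list were left out. Their shifts were tested by camera with a correlation of 0.01, by fry and by camera with an estimated correlation. The share of DEGs was tested by Fisher's exact test against the 13359 Ensembl genes tested, because only these could be on a list, whereas the plan had named all genes tested. Single values were compared by exact permutation tests in Python 3.11.15 with scipy 1.17.1.

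Genes named in the text were set by a rule. They are the 7 genes of the RT-qPCR, the 5 DEGs with the largest rise and the 5 with the largest fall among those whose groups did not overlap, the 3 members of each list with the smallest adjusted p, and a fixed set of marker genes, some of which are not reported here. Genes outside the rule are marked as chosen after their values were seen.

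The groups share replicate numbers. The paper's text and the labels do not say what a number marks. The correlations of deviations from the group means were 0.171, 0.18 and 0.312 for libraries of the same number and −0.231 to 0.0795 for different numbers, and the second principal component (25.6% of the variance) set replicate 3 apart from the others. The numbers were therefore treated as pairing the libraries. A fit with the replicate block was computed for the number of DEGs, each gene named, each list and the ATF3 minus ACSL1 difference. It was not computed for the formal test of a 1.5-fold change, the fits that left out 1 library or the permutation tests.

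The methods were tested on simulated data with 200 changed genes, drawn 5 times from the means, dispersions and library sizes of the real libraries. Over 15664 genes, edgeR recovered 82.5% of the changed genes with 8 to 21 false calls, and 80.7% with 12 to 35 false calls with the replicate block. DESeq2 recovered 84.5% with 29 to 38 false calls over 15957 genes. Of 45 tests of unchanged lists, 3 had p under 0.05. Each simulated change was larger than the median log2 fold change of the DEGs here (0.87 and −0.73). Recovery of smaller changes was therefore not measured. Genes were drawn independently and without an effect shared by a replicate number. The simulation therefore cannot show how correlation between genes affects the list tests, or what the replicate block gains.

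The alternatives were other normalizations and filters, DESeq2, other thresholds, other list tests, the replicate block and leaving out each library. Added after the counts had been seen were DESeq2 with shrunken fold changes or with the replicate block, Ensembl genes only, a correction for GC content and transcript length, and, apart from camera without a block for the ferroptosis list, lists without shared members. Fry and camera with an estimated correlation, each with the replicate block, were added then too. Pathway databases, RT-qPCR, protein and survival data were not analysed here.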

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

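The tests of the full lists without a block, their normalizations and the fits leaving out 1 library were set before the data were examined. Camera with the preset correlation and the replicate block was set then too. Fry and camera with an estimated correlation under that block were added after the counts had been seen. Of the tests of explanations in this part, the count of DEGs over other splits of the libraries was set before its own result was seen, and the others were chosen after the counts or the results had been seen. The results below concern gene lists, new genes and mitochondrial transcripts that the paper does not report on as groups, although 4 of the 7 RT-qPCR genes (CHAC1, DDIT3, ATF3 and CARS) are on the list of ATF4 targets.

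The list of ATF4 targets had the largest shift of the 9 lists. Its median log2 fold change was 0.93 (quartiles 0.52 and 1.36), all 48 tested members were higher in 6j treated cells and 32 were DEGs. SHMT2 (log2 fold change 1.04, adjusted p = 0.000575 in edgeR) was among its most significant members, with ASNS and DDIT3. The adjusted p was 2.59e-74 from camera, 0.00257 from fry and 0.0293 from camera with an estimated correlation. The list of ER chaperones moved less, with a median of 0.16, 12 of 20 members higher, 3 DEGs higher and 1 lower (adjusted p = 0.0413 from camera, 0.0102 from fry and 0.116 with the estimated correlation). Its most significant members were HERPUD1 (log2 fold change 1.28), SDF2L1 (−0.61) and SEL1L (0.64). SDF2L1 lost its call without non-treated replicate 1 or 6j replicate 3, and SEL1L in 4 of the 6 fits that each left out 1 library. Camera did not pass the ER chaperones list without non-treated replicate 1 (0.0546) or without non-treated replicate 2 (0.116). The lists did not rise alike, but their difference measures again the gap between their medians and cannot tell a shared response from separate ones. The mean log2 level of ATF4 targets minus that of ER chaperones rose by 0.919 between the groups, against an SD of 0.165 between libraries, and did not overlap between the groups (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). A stronger ATF4 branch than chaperone branch under 6j is a candidate explanation and stays a hypothesis, since list members were chosen from general knowledge. The ER chaperones list also holds members that are not chaperones, HERPUD1 and SEL1L among them. Of its 20 members, 18 are on another list too. ATF4 itself is also on the list of ER stress genes.

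The list of heat shock genes was lower, with a median log2 fold change of −0.37 and 21 of 24 members lower, and HSPE1, which shares exons with HSPE1-MOB4, was among its 2 DEGs. The other, HSPA8, is named after its values were seen. HSPE1 fell by 0.73, AHSA1 fell by 0.56 and HSP90AA1 fell by 0.58 on the log2 scale. The cell cycle list had a median of −0.20 with 38 of 40 members lower and no DEG (21 members had an unadjusted p under 0.05 in edgeR), while KIF20A, CCNB1 and TYMS had adjusted p-values of 0.0085, 0.00957 and 0.0112 in edgeR under the fold change threshold. KIF20A, just under that threshold, was called with upper quartile normalization and in 4 of the 6 fits that each left out 1 library. MKI67 changed by −0.31 (adjusted p = 0.0579 in edgeR) and TOP1 by −0.23 (adjusted p = 0.105 in edgeR). With the replicate block, the adjusted p in edgeR was 0.00579 for MKI67 and 0.0175 for TOP1. In DESeq2 without a block it was 0.00861 for MKI67 and 0.0684 for TOP1. Each of these changes stayed under the fold change threshold. Both lists passed camera (adjusted p = 3.37e-09 and 1.63e-08) and fry (0.00387 and 0.00537), and not camera with the estimated correlation (0.0871 and 0.107). With RLE and upper quartile normalization, the median was −0.37 and −0.38 for the heat shock list and −0.20 under both for the cell cycle list. Camera tests a list against the other genes, so a factor common to all genes of a library could not lower these lists alone. A lower share of dividing cells under 6j was not tested.

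The lists of p53 targets (median log2 fold change 0.10, 18 of 28 higher) and NRF2 targets (0.17, 16 of 27 higher) passed camera at 0.00248 and 0.0413. GADD45A (1.28), SESN2 (1.46) and CDKN1A (1.00) led the first list and SLC7A11, CBR1 (−0.45) and OSGIN1 (0.98) the second, while MDM2 was at 0.09 (adjusted p = 0.579 in edgeR). CDKN1A and OSGIN1, which shares exons with AC009119.2, lost their calls without non-treated replicate 1 or 6j replicate 2. The medians depended on single libraries, from 0.06 without 6j replicate 3 to 0.20 without non-treated replicate 3 for p53 targets, and from 0.07 without 6j replicate 2 to 0.21 without non-treated replicate 3 for NRF2 targets. The p53 list shares 2 members and the NRF2 list 1 with the ATF4 targets. Without these, camera gave 0.0537 for p53 targets and 0.115 for NRF2 targets. Both passed camera with the replicate block (0.0421 and 0.0172), and under fry p53 targets passed (0.0479) and NRF2 targets did not (0.211). Whether shared ATF4 targets carry these 2 shifts therefore stays open. The ER stress list passed all 3 without the members it shares with the ATF4 targets (camera, 2e-05). Its shift therefore does not rest on shared ATF4 targets alone.

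A bias in GC content and transcript length was tested for all 9 lists by removing each library's trend on both. The largest change of a list's median was 0.0588, and 9 of 9 lists passed camera after the correction, also with the replicate block, which argues against this bias as the whole cause. The 6 libraries were split into 3 and 3 in 10 ways. A median as far from 0 as the real one was found in 1 split, the real one, for 8 lists. For p53 targets it was found in 3 splits. A camera p as small as the real one was found in 6 splits for NRF2 targets, the real one included. For every other list it was found in 1 split. By camera p, the real split therefore did not stand out for NRF2 targets. With 10 splits, the real one cannot be told apart from a chance split at 0.05. Camera with the preset correlation passed the ATF4 targets in 9 of the 10 splits, the cholesterol biosynthesis and ER stress lists in 7, the NRF2 targets in 6, the cell cycle list in 5, the heat shock list in 4, the p53 targets and the ferroptosis list in 3 and the ER chaperones in 1. Each of the other 9 splits sets 2 libraries of a group and 1 of the other against the rest, so it keeps part of the difference between 6j treated and non-treated cells, and a list with a strong shift can pass in it. These counts therefore do not measure how often camera passes by chance. For the NRF2 targets, camera gave a p as small as the real one in 6 of the 10 splits, the real one included. By this measure the real split did not stand out for that list. For each of the other 8 lists, only the real split gave a p that small.

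New genes of the authors' assembly made up 94 of the 574 DEGs. Over all rows tested, 3.62% of the new genes and 3.59% of the Ensembl genes were called, but more of the new genes were weakly expressed. At an average log2 CPM of at least 1, 6.71% of 1148 new genes were called, against 3.99% of 11615 Ensembl genes (two-sided Fisher's exact test, p = 4.15e-05, in which genes are not independent replicates). Why they were called more often there was not tested. A source in false calls from weakly expressed rows was tested below an average log2 CPM of 1, where 1.17% of 1450 new genes and 0.975% of 1744 Ensembl genes were called (Fisher's exact test, p = 0.607). Of the 94 called new genes, 77 had a higher average, which argues against weak expression as the source of these calls as a whole. For the 17 below it, false calls cannot be told apart from true ones, since 17 calls in each group are too few. What these regions are was not tested, and no biological explanation was tested.

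The transcripts encoded by the mitochondrial genome, a set chosen after its values were seen, had a median log2 fold change of −0.52. Of 13, 12 were lower, from −0.70 to −0.29, and MT-CO3 and MT-ND3 were DEGs. Their share of all counts was 4.39%, 3.83% and 4.86% in the non-treated and 3.46%, 2.65% and 3.37% in the 6j treated replicates (exact permutation test, p = 0.1, the smallest possible). The share fell within each of the 3 replicate numbers. MT-ND1 did not fall (log2 fold change 0.09, adjusted p = 0.537 in edgeR) and moved apart from the mean of the others by 0.613 (SD 0.253 between libraries). MT-ND1 is the 1 transcript of the 13 that did not fall, and the test makes no allowance for picking it. A uniform loss of mitochondrial RNA and a loss that spares MT-ND1 therefore both stay open. After the correction for GC content and length the median was −0.37, so part of the fall could follow these and cannot be told apart from an effect of 6j by this correction. Over the fits that each left out 1 library, the median ranged from −0.61 to −0.37.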

How the results depend on the processing

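Across the normalizations (RLE and upper quartile in place of TMM) and the filters (no filter, or at least 10 counts in every library), the number of DEGs stayed between 574 and 599, 6 of the 7 genes were called, and ATF3, ACSL1 and all 9 lists kept their direction and their side of the threshold. The share of DEGs that were higher lay between 66.8% and 69.3%, and the median log2 fold change of all genes between −0.003 and 0.007. The median of the NRF2 targets list fell to 0.10 without a filter, and its adjusted p stayed under 0.05. DESeq2 called 774 DEGs, of which 559 were shared with edgeR, and Ensembl genes only gave 509, or 450 with the correction for GC content and length. DESeq2 with shrunken fold changes, added after the data had been seen, called 588.

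The number of DEGs changed most with the threshold. It was 1136 at an unadjusted p under 0.05, 1462 without a fold change minimum and 32 when a fold change above 1.5 was tested formally, and each of these changes the criterion itself. With the replicate block it was 1033 in edgeR and 875 in DESeq2, and 790 with the block and the correction together. The paired fit removes the differences between replicate numbers. Of 10 splits of the 6 libraries, 1 (the real one) gave as many as 574 DEGs, and the other 9 gave 0 or 1. With the replicate block, 1 of the 4 splits that part all 3 replicate numbers gave as many as 1033, and the other 3 gave 0. With 10 or 4 splits a share under 0.05 cannot be reached. The other splits that part 3 numbers exchange the 2 groups in 1 number.

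Leaving out 1 library gave from 186 to 772 DEGs, with 186 without non-treated replicate 1, 193 without 6j replicate 2 and 379 without non-treated replicate 3. The cause was not tested beyond the smaller number of libraries. From 5 to 7 of the 7 genes were called. CHAC1 was lost without non-treated replicate 1, and ACSL1 was gained without 6j replicate 3 (adjusted p = 0.0494 in edgeR). The log2 fold change ranged from 1.39 to 1.72 for ATF3 and from 1.05 to 1.83 for ACSL1, and their difference from −0.10 to 0.42. The difference was 0.16 under every normalization and filter, because the scaling of a library cancels in it. It was also 0.16 with the replicate block, and 0.08 between the fitted fold changes of edgeR or DESeq2.

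The ACSL1 log2 fold change passed the threshold with the replicate block (1.48), in DESeq2 (1.52), in DESeq2 with the replicate block (1.48) or with shrunken fold changes (1.02), with the block and the GC and length correction (1.47) and without 6j replicate 3 (1.75), and not in the other 5 fits that each left out 1 library. Its adjusted p ranged from 1.84e-10 to 0.212 over all alternatives. The replicate block removes a spread shared by the libraries of a number; for DESeq2 the cause was not tested.

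Among the lists, camera with an estimated correlation in place of the preset one left the ferroptosis (median 0.20), cholesterol biosynthesis (0.62), ER chaperones (0.16), heat shock (−0.37), p53 target (0.10), NRF2 target (0.17) and cell cycle (−0.20) lists under the threshold. With the replicate block as well, these 7 lists (cholesterol biosynthesis at 0.63) and the ER stress list (0.27) were under it. An estimated correlation changes the variance of the test by construction and not the median. The NRF2 list failed under fry (0.17). Without members shared with the ATF4 targets, the p53 list (0.09) and the NRF2 list (0.10, also under fry) failed under camera. So did the ferroptosis list (0.03) without members shared with the ATF4 target or cholesterol biosynthesis lists. Without 1 library, the NRF2 list ranged from 0.07 to 0.21 and failed without non-treated replicate 1 (0.10) and without 6j replicate 2 (0.07). The ER chaperones ranged from 0.13 to 0.17 and failed without non-treated replicate 1 or 2. The other lists passed in all 6 such fits, with the ferroptosis list from 0.13 to 0.22.

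Of 54 other genes set by the rule for named genes, 28 kept their direction and their side of the thresholds in every fit that gave them a value. Leaving out non-treated replicate 1 weakened 18 and leaving out 6j replicate 2 weakened 16. GPX4 reversed without non-treated replicate 1 (−0.01) and without 6j replicate 1 (−0.03), from −0.03 to 0.06 over the 6 fits. HMOX1 reversed without 6j replicate 2 (−0.09), from −0.09 to 1.30. These fits had no block. HMOX1 was higher in the 6j treated library of each replicate number, at 62.8 against 48.2, 148 against 80 and 27.0 against 16.1 CPM. Without 6j replicate 2, the highest non-treated library (80 CPM) had no partner, so this reversal does not show a fall within a number. For GPX4 the cause was not tested. The replicate block changed no call besides those of ACSL1 and HMOX1 among these genes, and no call of a full list under camera with the preset correlation. It did change calls of lists without members shared with the ATF4 targets, or for ferroptosis also with cholesterol biosynthesis. There the ferroptosis list (0.08), the p53 list (0.10) and the NRF2 list (0.12) passed camera with the replicate block. The full NRF2 list passed fry with the replicate block. DESeq2 gave no adjusted p for 4 of these genes, and 7 of them did not pass the stricter filter. No DESeq2 value exists for the lists, and the pseudocount alternative applies to normalized values only.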

Differences from the paper's values

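The paper gives FC = 1.34 for ATF3 and FC = 0.98 for ACSL1. A linear fold change of 0.98 would be a fall, while both genes rose 3.03-fold and 2.87-fold here, so the paper's values were compared on the log2 scale. On this scale ATF3 was at 1.60 (standard error 0.21) against the paper's 1.34. Of the alternatives set before the data were examined, leaving out non-treated replicate 3 (1.39) or 6j replicate 2 (1.49) brought ATF3 within its standard error of the paper's value, and the other normalizations, filters, the replicate block, DESeq2 and the other 4 libraries left out did not. ACSL1 was at 1.52 (standard error 0.40) against the paper's 0.98. Leaving out 6j replicate 2 (1.05), non-treated replicate 1 (1.48) or non-treated replicate 3 (1.30) brought it within its standard error, and the other alternatives did not. DESeq2 with shrunken fold changes, an alternative chosen after seeing the values, gave 1.36 for ATF3, 1.02 for ACSL1 and 588 DEGs, against 588 in the paper.

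The paper states that ATF3 changed much more than ACSL1 in these libraries. Here the difference between the 2 genes' changes was 0.16 (exact permutation test, p = 0.7). By RT-qPCR the order is the other one, with about 2.3 for ATF3 and about 4.2 for ACSL1 in Fig. 4C, read by eye.

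The paper describes the 7 genes as ferroptosis-related genes with the most significant changes. Here ACSL1 ranked 1686 of 15957 by p-value and was not a DEG. It was called with DESeq2, with the replicate block and without 6j replicate 3, and with DESeq2 with shrunken fold changes or with the replicate block and with the block and the GC and length correction, which were chosen after seeing the values. Of the 7 genes, only ACSL1 is on the ferroptosis list used here, which is not the paper's.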

Other observations

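The HMOX1 fits and DESeq2 without shrinkage were set before the data were examined. So was camera without a block on the ferroptosis list without the genes it shares with the ATF4 target and cholesterol biosynthesis lists. The other tests in this part were chosen after the results had been seen.

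The gap between the log2 fold changes of ATF3 and ACSL1 may follow from shrinkage of fold changes, which pulls a gene with a larger standard error further towards 0. In DESeq2 the gap was 0.08 without shrinkage and 0.34 with it. The values of the paper differ by a similar amount, but the paper's text does not say whether shrinkage was used.

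HMOX1, often measured in ferroptosis, differed more between replicate numbers than between groups. Its rise was called with the replicate block (adjusted p = 0.00135 in edgeR) and not without it (adjusted p = 0.687), which is consistent with a difference shared by the libraries of a number. What a number marks is not known.

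The shift of the ferroptosis list may rest on genes that it shares with the ATF4 target and cholesterol biosynthesis lists. The 7 shared genes had a median log2 fold change of 0.64, and the other 47 a median of 0.03 with an adjusted p of 0.105 from camera. The other members still passed fry (0.0182) and camera with the replicate block (0.0142), and 4 of them were DEGs, among them FTH1 and SLC38A1, so the 2 cannot be told apart with these libraries.

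Of 16 genes of hepatocyte identity, listed after their values were seen, 10 had at most 3 counts in every library, among them TTR, AHSG and HP with 0 counts throughout. ALB and AFP had 0 counts in every non-treated library and at most 8 and 7 in 6j treated cells. HNF4A was at 0.965 and 1.13 CPM. KRT8, KRT18 and VIM, also named after their values were seen, were at 601, 427 and 929 CPM in non-treated cells. A loss of these transcripts under 6j is argued against, because 13 of the 16 had at most 3 counts in every non-treated library too. Whether this is a property of the cells used or of the counting was not tested, and no biological explanation was tested.

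Several of the largest fold changes belong to genes that share exons with others, and counts assigned differently between them could produce such changes. The partners of AL136295.1 together changed by −30.2 CPM (SD 19.9 between libraries) while the gene lost 13.5 CPM, those of RPS10-NUDT3 by −92.1 CPM (SD 77.1) while it gained 5.09 CPM, and those of AC004687.2 by 2.21 CPM (SD 3.43) while its change was −2.03 CPM. The spread of the partners exceeds the change of each gene, so a change in transcription cannot be told apart from a change in assignment.

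ASS1 and INHBE, named after their values were seen, had the smallest adjusted p-values of all rows tested, with log2 fold changes of 1.37 and 3.47 and adjusted p-values of 0.000215 and 0.000358 in edgeR. INHBE was at 5.57, 7.77 and 4.88 CPM in non-treated and 55.5, 70.9 and 75.9 CPM in 6j treated replicates.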
